# Comprehensive analysis of nucleocytoplasmic dynamics of mRNA in *Drosophila* cells

**DOI:** 10.1371/journal.pgen.1006929

**Published:** 2017-08-03

**Authors:** Tao Chen, Bas van Steensel

## Abstract

Eukaryotic mRNAs undergo a cycle of transcription, nuclear export, and degradation. A major challenge is to obtain a global, quantitative view of these processes. Here we measured the genome-wide nucleocytoplasmic dynamics of mRNA in *Drosophila* cells by metabolic labeling in combination with cellular fractionation. By mathematical modeling of these data we determined rates of transcription, export and cytoplasmic decay for 5420 genes. We characterized these kinetic rates and investigated links with mRNA features, RNA-binding proteins (RBPs) and chromatin states. We found prominent correlations between mRNA decay rate and transcript size, while nuclear export rates are linked to the size of the 3'UTR. Transcription, export and decay rates are each associated with distinct spectra of RBPs. Specific classes of genes, such as those encoding cytoplasmic ribosomal proteins, exhibit characteristic combinations of rate constants, suggesting modular control. Binding of splicing factors is associated with faster rates of export, and our data suggest coordinated regulation of nuclear export of specific functional classes of genes. Finally, correlations between rate constants suggest global coordination between the three processes. Our approach provides insights into the genome-wide nucleocytoplasmic kinetics of mRNA and should be generally applicable to other cell systems.

## Author summary

All mRNAs start from production in the nucleus, undergo exportation through nuclear pores and finally are degraded in the cytoplasm. A comprehensive characterization of the kinetic rates of all mRNAs is an important prerequisite for a global understanding of the regulation of the transcriptome and the cell. By conducting a time-series experiment and building a mathematical model, we trace the dynamics of mRNAs from the nucleus to the cytoplasm and determine the rates at each kinetic step at transcriptome-wide level. This information allows us to associate mRNA kinetic rates with a wealth of biological features and made some intriguing discoveries. We show mRNA decay is positively linked to transcript length while mRNA export is negatively linked to the length of the 3' UTR. We show binding of splicing factors is associated with faster rates of mRNA export. We provide evidence for global coordination between nuclear export an decay of mRNA. We show genes sharing specific functions tend to have similar nucleoplasmic kinetics, in which ribosomal proteins possessing special kinetic features exclusively stand out. Altogether, our integrated approach to quantitatively determine the rates of kinetic steps on a gene-by-gene basis provides a blueprint to obtain the global understanding of RNA regulation.

## Introduction

The production, nuclear export and degradation of mRNA are key steps in the control of cytoplasmic mRNA levels. Steady-state levels of transcripts in the cytoplasm are determined by the rates of these three processes. Hence, our understanding of gene regulatory systems requires quantitative knowledge of the relative contributions of each of these steps. Comparison of the kinetic rate constants for these steps across genes may provide insights into mechanisms of differential gene regulation.

Recent technological advances have enabled genome-wide measurements of mRNA dynamics [1, 2] and subcellular distribution [3]. In particular, the utilization of 4-thiouridine (4sU) as a reagent to metabolically label newly synthesized RNA has provided the means to monitor RNA dynamics with a minimal perturbation [1]. Using this approach, various fundamental kinetic rates of mRNA, such as synthesis, splicing and decay have been quantified at genome-wide level in a number of cell types from different species [4–9]. Global quantification of RNA kinetic rates has revealed at least four major biological insights: 1) different classes of genes utilize distinct kinetic strategies to sustain/alter their expression levels; 2) transcription is the primary determinant of the steady-state level of RNA/protein, with contributions much higher than degradation rates; 3) motif analyses and experimental approaches have identified a range of RNA binding proteins that regulate RNA stability [10, 11]; 4) the average rates of RNA decay differ dramatically between species.

These studies of mRNA kinetics have taken the total cellular mRNA as a single entity to calculate the overall turnover rate, overlooking nucleocytoplasmic transportation, which is thought to be a key aspect of mRNA dynamics and has been shown to be regulated by a variety of evolutionarily conserved mechanisms [12, 13]. Here we combined metabolic labeling of mRNA with cellular fractionation to systematically determine mRNA transcription, nuclear export and decay rates for thousands of genes. We developed a mathematical framework that infers nucleocytoplasmic kinetic rate constants from such labeling and fractionation time series data.

We chose *Drosophila* Kc167 cells as a representative model for metazoan cells, because of their ease to perform experiment and the availability of a wealth of genome-wide information. We report kinetic rate constants for 5420 genes and determine the relative contributions of each of transcription, nuclear export and decay to overall cytoplasmic abundance. Moreover, we uncover links between the three kinetic steps and transcript features, interactions of specific RNA-binding proteins and specific gene classes.

## Results

### Experimental design

To obtain genome-wide measurements of the nucleocytoplasmic dynamics of mRNA we followed a strategy as outlined in S1 Fig. Briefly, we performed a time series of metabolic labeling of RNA in *Drosophila* Kc167 cells using 4-thiouridine (4sU). We then isolated nuclear and cytoplasmic fractions from cells at each time point, and determined the relative abundance of “old” (unlabeled) mRNA for thousands of genes by high-throughput sequencing, as a function of time in both fractions. We then fed these measurements into a computational model that describes the process of sequential mRNA transcription, export and decay as a set of differential equations. Parameter fitting of the model to the measurements yielded kinetic rate constants for each of these three steps. Below we describe each step of the approach in more detail.

To label newly synthesized RNA we used 4sU, which is known to have no major effects on gene expression in *Drosophila* [14]. We further tested the impact of 4sU on gene expression of Kc167 cells by genome-wide comparison of mRNA expression levels between cells treated for 480 minutes with 4sU. The overall gene expression profile was not much affected by 4sU labeling (Spearman’s ρ = 0.98; P = 0) (S2A Fig). A small set of 59 genes that were influenced by 4sU labeling were excluded from subsequent analysis (S2A Fig). 

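Kc167 is an established *Drosophila* cell line, and 4sU is a uridine analogue that cells build into newly made RNA. Because the labelled RNA was removed, each library holds the polyadenylated RNA that remained unlabelled. The experiment comprises 24 libraries, from nuclear and cytoplasmic fractions at 6 labelling times with 2 biological replicates. Cells were labelled with 300 µM 4sU for 0, 30, 90, 180, 300 or 450 min. The 12 libraries of a replicate were sequenced in a lane of their own, so that replicate and lane cannot be told apart, and the values given per replicate are also the values within a lane. For 12 of the 24 libraries the sample labels name the fraction in conflicting ways. Titles and source names were followed, which give 2 replicates for each fraction and labelling time. With this assignment, Spearman's ρ of FPKM across 7916 genes was between 0.992 and 0.997 for the replicates of one fraction and time, and between 0.954 and 0.981 for the nuclear and cytoplasmic libraries of one replicate and time.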

We then exposed cells to 4sU for 0, 30, 90, 180, 300, and 450 minutes and subsequently fractionated the cells into nuclear and cytoplasmic portions by hypotonic lysis and centrifugation. In each sample we spiked in a fixed amount of total RNA from the yeast *Saccharomyces cerevisiae* for normalization purposes, analogous to a previously reported approach [15]. The sum of nuclear and cytoplasmic portions showed very good genome-wide consistency with the unfractionated total transcriptome that was independently measured, indicating that the loss of RNA during fractionation was generally low (ρ = 0.89; P = 0; S2B Fig). We removed 107 genes for which this consistency did not hold up (S2B Fig).

We then purified pre-existing (i.e., unlabeled) RNA by removal of newly synthesized RNA through sulfhydryl conjugation and biotin-streptavidin pull-down [1]. 

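The authors mapped reads to the *S. cerevisiae* transcriptome and then to the *Drosophila* transcriptome with Tophat, and calculated FPKM per gene with Cufflinks at default settings, separately for each library. The deposited files give the FPKM of 15598 genes with lower and upper confidence bounds. The decrease relative to the yeast spike-in is not contained in these FPKM, whose sum was higher at 450 min than at 0 min. It rose from 842390 to 1267038 in the nuclear and from 1064217 to 1443202 in the cytoplasmic libraries of replicate 1, and from 883761 to 1381227 and from 1104194 to 1385320 in replicate 2. The number of mapped reads behind a library was estimated from the confidence bounds of 63 to 101 genes with a single transcript. It was between 10953000 and 16214000, with a median of 14755000 for the nuclear and 13944500 for the cytoplasmic libraries. At this depth, 3 reads on a transcript of 1000 nt correspond to an FPKM between 0.185 and 0.274, which covers counting error only. Genes with FPKM above 0 in all 24 libraries were taken as detected, which left 7916 genes. With FPKM of at least 0.1 in all 24 libraries there were 7422 genes, and with FPKM of at least 1 there were 5869. Cufflinks reported a failed estimate for 81 values of 20 genes, which were kept. For mt:lrRNA and mt:tRNA:V, Cufflinks reported too many fragments in all 12 cytoplasmic libraries, and the FPKM of 0 written there was not used as a measurement.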

Finally, we isolated poly-adenylated mRNA from the unlabeled fractions and subjected it to high-throughput sequencing. Because it is known that 4sU labeling shows a bias for long genes, we corrected for such bias as described previously [8]. From the changes in mRNA abundance in the two fractions over time we then inferred kinetic rate constants (see below).

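Across the 7916 genes detected in all 24 libraries, Spearman's ρ of FPKM between the replicates was 0.995 (median of 12 pairs of libraries, SD 0.00163), with a range from 0.992 to 0.997. In the pairs of S3A–S3D Fig, ρ was 0.994 for nuclear mRNA at 0 min, 0.992 for nuclear mRNA at 450 min, 0.997 for cytoplasmic mRNA at 0 min and 0.993 for cytoplasmic mRNA at 450 min. Pearson's r of log10 FPKM was lower, between 0.373 and 0.976 with a median of 0.825. Among the detected genes, 35 had an FPKM below 0.001 in at least 1 library. Restricted to genes with FPKM of at least 1 in both libraries of a pair, Pearson's r was between 0.990 and 0.996 and the median of ρ was 0.993. The log2 ratio between replicates had an SD across genes between 0.24 and 0.32, and the median gene differed by 1.09 to 1.15 times. These correlations are across genes, which are not independent replicates, and no test was applied to them.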

We conducted these experiments as two biological replicates, and the reproducibility of the detected mRNA levels was high for all time points (S3A–S3D Fig). 

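The counts of yeast reads were not analysed here, and FPKM within a library cannot show a change of the whole library. A factor per library was therefore calibrated on the genes listed in S1 Table with *r*2 above 0.8, of which 1841 were used for replicate 1 and 1819 for replicate 2. The factor is the median over these genes of the abundance predicted from the paper's rates divided by the FPKM, and is thus not an independent measurement of the decrease. Relative to 0 min, the nuclear factor at 30, 90, 180, 300 and 450 min was 0.832, 0.646, 0.372, 0.163 and 0.0611 in replicate 1 and 0.870, 0.646, 0.363, 0.172 and 0.0648 in replicate 2. The cytoplasmic factor at the same times was 1.01, 0.969, 0.961, 0.683 and 0.314 in replicate 1 and 1.08, 0.995, 0.978, 0.737 and 0.304 in replicate 2. The summed FPKM of the detected genes, multiplied by the factor, was 1.01, 1.01, 1.14, 0.875 and 0.426 times that at 0 min in the cytoplasmic libraries of replicate 1 and 1.12, 1.06, 1.12, 0.903 and 0.380 times in replicate 2. In the nuclear libraries it was 0.882, 0.783, 0.476, 0.224 and 0.0946 times in replicate 1 and 0.980, 0.792, 0.470, 0.239 and 0.104 times in replicate 2. These totals inherit the calibration and are not measurements relative to the spike-in. With factors read from Fig 1B and 1C, chosen after seeing the data, the cytoplasmic total of replicate 1 was 0.888, 0.708, 0.502, 0.315 and 0.179 times that at 0 min.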

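Which mRNAs changed within their libraries was tested with limma on log2(FPKM + 0.1), with the 4 libraries of a fraction at 0 and 450 min and genes with FPKM of at least 1 in at least 2 of them. In the nuclear fraction, 6263 of 7817 genes had an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment), of which 575 were higher and 5688 lower at 450 min. In the cytoplasmic fraction, 6399 of 7371 genes passed the same threshold, 407 of them higher and 5992 lower. The balance of directions depends on the scaling of the libraries: with each library centred on its median, 3287 genes were higher and 1889 lower in the nuclear fraction, and 2996 higher and 1921 lower in the cytoplasmic fraction. The 3 largest increases and 3 largest decreases in each fraction were all of small nucleolar RNAs. In the nuclear fraction, snoRNA:Psi18S-1389b rose by 8.13 (standard error 0.271, adjusted p = 8.65e-05 from limma), and snoRNA:Me18S-A28a fell by 13.97 (standard error 0.450, adjusted p = 8.65e-05 from limma) on the log2 scale. In all 6 of these genes in each fraction the FPKM was 0 in both libraries at 0 min or at 450 min, so that the size of the change is set by the pseudocount. With a pseudocount of 1 the 2 changes were 4.86 and -10.65. Transcripts shorter than 250 nt made up 88.9% of the genes with a significant log2 change beyond 5 and 2.75% of all tested genes in the nuclear fraction.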

In bulk, the reads of both nuclear mRNA and cytoplasmic mRNA showed a continuous decrease over time relative to the yeast spike-in, reflecting the expected replacement of unlabeled mRNA by labeled mRNA (S3E Fig). The amount of unlabeled mRNA eventually asymptotes to a plateau of 7.3±1.2% (S3F Fig; Methods), which may reflect a pool of highly stable transcripts or incomplete removal of labeled mRNA. In order to check the purity of the nuclear and cytoplasmic fractions we monitored intron:exon ratios for a number of transcripts by quantitative reverse transcription polymerase chain reaction (qRT-PCR). This revealed predominant presence of introns in the nuclear fraction, as expected (S3G and S3H Fig). Furthermore, analysis of the high-throughput sequencing reads indicated a substantial enrichment (9.3±2.0 fold) of rRNA in the cytoplasmic fraction (S3I Fig). These results indicate that our measurements of pre-existing mRNA abundance over time in both the nuclear and the cytoplasmic compartments were generally robust.

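The deposited FPKM name 103 rRNA genes. Of these, only the mitochondrial small-subunit rRNA, mt:srRNA, had FPKM above 0 that could be compared between fractions, because mt:lrRNA had too many fragments for Cufflinks in the cytoplasmic libraries and every other rRNA gene had an FPKM of 0 in all 24 libraries. The ratio of cytoplasmic to nuclear FPKM of mt:srRNA was 9.44 ± 10.1 (SD, n = 12 pairs of libraries), with a range from 3.10 to 39.6. It was above 1 in 12 of 12 pairs (exact two-sided sign-flip permutation test, p = 0.00049), although pairs at different times of one replicate share their culture and lane. The ratio was 8.08 ± 3.92 in replicate 1 and 10.8 ± 14.3 in replicate 2 (SD, n = 6 time points each, exact permutation p = 0.031 in each replicate, the smallest that 6 pairs allow). The largest ratio, 39.6, was that of replicate 2 at 450 min, where the cytoplasmic FPKM was 387 and the nuclear FPKM 9.77. The other ratios of replicate 2 lay between 3.10 and 8.16, so that its mean and SD rest largely on this pair. The paper's reported enrichment of rRNA is 9.3-fold, which concerns the rRNA reads left after polyA selection. The ratio here is that of mt:srRNA alone, a mitochondrial RNA. These values concern different RNAs, and their similar size is no check of the paper's.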

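Nuclear and cytoplasmic mRNA at 0 min were compared with limma on log2(FPKM + 0.1) over the 4 libraries at 0 min. Of 7812 genes, 5053 had an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment), with 3885 higher in the nuclear and 1168 higher in the cytoplasmic fraction. With each library centred on its median, the alternative that moved this result most, 1944 genes were higher in the nuclear and 2524 in the cytoplasmic fraction. *Arc1* (FBgn0033926) was among the 3 genes with the largest cytoplasmic excess, at a log2 difference of -3.33 (standard error 0.086, adjusted p = 0.000149 from limma with 2 replicates per fraction). The other genes at either end were small nuclear or nucleolar RNAs. From the reproducibility of the replicates, the decrease relative to the spike-in, and the distribution of introns and rRNA between the fractions, the paper takes its measurements of pre-existing mRNA in both compartments to be generally robust.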

### Quantitative modeling

Subsequently, we applied mathematical modeling to the time series measurements to estimate rates of transcription, nuclear export and cytoplasmic decay for each transcript. We designed a set of first-order ordinary differential equations to describe the nucleocytoplasmic dynamics (Fig 1A; see Methods). We assumed a steady-state model of a pool of non-synchronously dividing cells in which mature transcripts are produced in the nucleus, transported to the cytoplasm, and degraded in the cytoplasm, with each step described by a first-order reaction rate constant. In this model we assumed that transport of mRNA across the nuclear pore complex is unidirectional, which is generally supported by previous studies [12, 13, 16–19]. However, because transcripts redistribute between the nuclear and cytoplasmic compartments in the period between nuclear envelope breakdown and reformation during mitosis, we included kinetic terms to model this process (Fig 1A). Furthermore, we followed the prevailing model that degradation of polyadenylated mRNA occurs predominantly in the cytoplasm [20, 21]. Lastly, because it is not feasible to accurately quantify the abundance of every alternative transcript, we combined sequence reads from alternative transcripts, yielding a single kinetic model for each gene. An analogous mathematical framework based on similar assumptions was reported recently [22].

**Fig 1:**
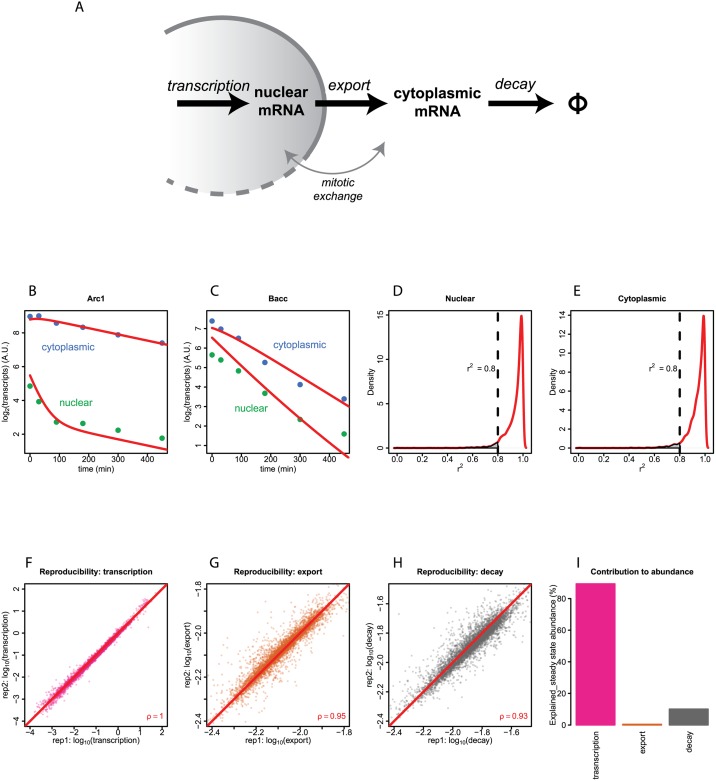
Mathematical modeling of the nucleocytoplasmic dynamics of mRNA. **(A)** Schematic illustration of the kinetic steps in the model. **(B, C)** Fitting of the model to experimental data for two example genes (*Arc1* and *Bacc*). Green dots and blue dots represent nuclear and cytoplasmic transcript abundance, respectively, normalized to yeast spike-in. Red curves depict the fitted kinetic model. **(D, E)** Global distribution of the goodness of fit scores for nuclear and cytoplasmic fractions, respectively, assessed by coefficient of determination (r^2^). Only genes with r^2^ > 0.8 are used for downstream analyses. **(F, G, H)** Scatter plots showing the reproducibility of modeled rates of transcription, export and cytoplasmic decay of two biological replicates. Each dot represents one gene. Red lines indicate the perfect diagonals. **(I)** Contributions of the variance of the rates of transcription, export and cytoplasmic decay to the variance of steady state transcript abundance.

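The paper's equations for nuclear and cytoplasmic pre-existing mRNA were fitted to FPKM multiplied by the calibrated library factors, for each gene and each replicate separately, with 6 time points per fraction. Residuals on the natural log scale were weighted with the smoothed coefficient of variation between the replicates, as in the paper's objective, and minimised with the Levenberg-Marquardt algorithm under a doubling time of 24 h. The abundances at 0 min in both compartments and the rates of export, cytoplasmic decay and overall turnover were free, and the steady-state relations of the methods entered as soft constraints. Rates of the replicates were averaged geometrically, and errors are the SD of 2 replicates. Numbers of uridines per transcript were not analysed here, so that the rates carry no correction for the 4sU labelling bias. The genes that the paper removed for effects of 4sU or fractionation were not removed. Against the paper's S1 Table, over 1999 genes, ρ was 0.993 for the transcription rate, 0.914 for export and 0.944 for decay, and the median ratio of the rates fitted here to the paper's was 0.93, 0.989 and 1.00. The library factors rest on the same table, so this comparison is not independent.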

For each gene, we fitted this model to the experimental data from each of the two biological replicates (S1 Table). As examples, we show the fitting results of the genes *Arc1* and *Bacc* (Fig 1B and 1C). 

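*Arc1* (FBgn0033926) lies on chromosome 2R from 10245432 to 10247799 by the coordinates in the files, on the BDGP5 assembly. A later annotation, on BDGP6, gives it 1 exon and a transcript of 2371 nt. Its nuclear abundance after scaling fell to 55.2% ± 4.5 of the 0 min value at 30 min, 24.7% ± 0.51 at 90 min and 6.05% ± 0.67 at 450 min (SD, n = 2). Its cytoplasmic abundance was 106% ± 3.2 at 90 min, 131% ± 6.1 at 300 min and 72.9% ± 6.5 at 450 min of that at 0 min. The fit of *Arc1* gave an export rate of 3.09% ± 0.17 per minute and a decay rate of 0.187% ± 0.0090 per minute (SD, n = 2), with *r*2 of 0.952 for the nuclear and -0.615 for the cytoplasmic time course. It was therefore not among the genes retained here under any setting with an *r*2 cutoff. With the library factors read from Fig 1B and 1C, an alternative chosen after seeing the data, its cytoplasmic *r*2 was 0.773. These factors rest on the dots of *Arc1* itself and of *Bacc*, so that a closer fit of *Arc1* is partly built in.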

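*Bacc*, listed in the files as CG9894 (FBgn0031453), lies on chromosome 2L from 2752799 to 2757703 by the coordinates in the files, and the later annotation gives it 4 exons, 4 transcripts and a longest transcript of 2524 nt. Its nuclear abundance fell to 55.7% ± 6.9 of the 0 min value at 90 min and to 2.44% ± 0.58 at 450 min (SD, n = 2). Its cytoplasmic abundance fell to 78.4% ± 2.1 at 90 min and 14.5% ± 0.78 at 450 min. The fitted export rate was 1.05% ± 0.012 per minute and the decay rate 0.841% ± 0.12 per minute (SD, n = 2), with *r*2 of 0.991 in the nuclear and 0.994 in the cytoplasmic fraction. These correspond to half-lives of 66.2 min and 82.4 min.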

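The fits were made for 7916 genes. The median *r*2, averaged over the replicates, was 0.971 in the nuclear fraction (quartiles 0.942 and 0.986) and 0.907 in the cytoplasmic fraction (quartiles 0.799 and 0.962). In the nuclear fraction the median was 0.971 in replicate 1 and 0.973 in replicate 2, and in the cytoplasmic fraction 0.911 and 0.910. An *r*2 above 0.8 was reached by 7712 genes (97.4%) in the nuclear fraction and by 5919 genes (74.8%) in the cytoplasmic fraction. Here *r*2 is the coefficient of determination of the abundances on the log scale, which is negative where the fit is worse than the mean.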

Genome-wide, the goodness of fit was high, as indicated by the coefficients of determination (*r*^2^) globally being close to 1 for both nuclear and cytoplasmic compartments (Fig 1D and 1E). For subsequent analyses, out of 5,730 genes that were detected in all the time points of measurements after correction for 4sU labelling bias and exclusion for 4sU labeling and fractionation influence, we retained 5420 genes that have *r*^2^ > 0.8. 

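Of the 7916 genes fitted, 5916 (74.7%) had *r*2 above 0.8 in both fractions and were retained. Among the 2000 others, *r*2 was too low in the cytoplasmic fraction only for 1796 genes, in the nuclear fraction only for 3 and in both for 201. The number of retained genes moved most without the factors for the whole library, when 459 genes were retained. With 7.3% of the labelled RNA taken to remain in the unlabelled fraction, 2816 genes were retained. The library factors were not recalibrated for this setting. The scaled nuclear abundance of *Bacc* at 450 min, 2.44% of that at 0 min, lies below the share then taken to remain. Its nuclear *r*2 was 0.771 in this setting.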

To test whether the data are compromised by undersampling, we down-sampled the sequencing reads to only 25 percent and repeated the modeling. The resulting estimated kinetic rates are generally consistent with the results based on the full dataset, demonstrating the robustness of the modeling (S4A–S4C Fig).

Analysis of the genes that did not fit the first order kinetic model well (*r*^2^ < 0.8) indicated that they have substantially lower transcription rates (S5A Fig). This could mean that the modeling is less accurate at low expression levels. However, genes with relatively poor fits also tend to have long introns (S5B Fig); we speculate that processing of these mRNAs is more complex and cannot be captured accurately by our computational model. 

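The median transcription rate of the 2000 genes with poor fits was 0.0177 per minute in scaled FPKM, against 0.156 for the 5916 retained genes. The difference in median log10 transcription rate was -0.946 (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 permutations give, adjusted p = 3e-05 over a family of 3 comparisons). The share of genes retained was 44.1%, 82.8%, 94.7% and 77.4% in successive groups of 1979 genes ordered by their median FPKM, and 80.7% in the highest group without the genes of cytoplasmic ribosomal proteins. Genes are not independent replicates, so the p describes the difference between sets of genes and not between experiments.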

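Among genes with introns, the median total intron length was 476.5 nt for the 1720 genes with poor fits and 605 nt for the 5355 retained genes. The difference in median log10 intron length was -0.104 (two-sided permutation test across genes, p = 0.0014, adjusted p = 0.0021 in the same family of 3). Without the 450 min time point the difference was 0.0161 (permutation p = 0.55).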

Importantly, for the set of 5,420 genes that have *r*^2^ > 0.8, all three modeled parameters have very good reproducibility between the two replicates (Fig 1F–1H), ruling out overfitting as the cause for the good agreement between the modeled values and experimental data. 

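Across the 5916 retained genes, ρ between the replicates was 0.994 for the transcription rate, 0.952 for the export rate and 0.961 for the decay rate. Each had a permutation p of 1e-05, the smallest that 100000 permutations give, in a family of 3 with adjusted p = 1e-05. These correlations are across genes, which are not independent replicates. The same calibration table entered the library factors of both replicates, which shifts all genes of a library alike. From the reproducibility of all 3 parameters between the replicates, the paper reasons that overfitting does not account for the good fits.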

We therefore used these 5,420 genes for subsequent biological analysis.

Due to normalization to the spiked-in yeast mRNA, transcription is expressed in arbitrary units per minute. We emphasize that these transcription rates refer to the speed of production of polyadenylated mature mRNA, not the distance travelled by RNA polymerase as a function of time. The rates of export and cytoplasmic decay are expressed as fraction per minute, with a median value of 0.83% per minute (corresponding to a half-life of 1.4 hours), and 1.40% per minute (a half-life of 0.8 hours), respectively.

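The median export rate of the 5916 retained genes was 0.840% per minute, with 0.839% in replicate 1 and 0.845% in replicate 2 (SD 0.0046, n = 2), a half-life of 1.38 h. The median decay rate was 1.30% per minute, with 1.30% and 1.29% in the replicates (SD 0.012, n = 2), a half-life of 0.89 h. Because the library factors were calibrated on the paper's rates, both medians are partly set by that calibration. With library factors read from Fig 1B and 1C, chosen after seeing the data, the medians were 0.681% and 1.33% per minute. Without any library factor they were 0.380% and 1.07% per minute, over 459 genes. Among genes whose rates were alike in both replicates, the highest export rates were those of CG32407 (FBgn0052407, 1.55% ± 0.15 per minute), Pepck (FBgn0003067, 1.48% ± 0.16) and dor (FBgn0000482, 1.39% ± 0.042), and the lowest those of Parp (FBgn0010247, 0.383% ± 0.031), CHKov1 (FBgn0045761, 0.405% ± 0.051) and CG32791 (FBgn0052791, 0.474% ± 0.032). The highest decay rates were those of jar (FBgn0011225, 8.67% ± 1.2 per minute), Tes (FBgn0034223, 7.20% ± 0.60) and Hil (FBgn0050147, 5.06% ± 0.62), and the lowest those of CG34250 (FBgn0085279, 0.311% ± 0.018), CG3800 (FBgn0034802, 0.356% ± 0.0064) and lolal (FBgn0022238, 0.370% ± 0.050), all with SD over n = 2.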

### Contributions to steady-state mRNA abundance

For the majority of genes, the rate constants of transcription, export and cytoplasmic decay span about 5, 0.5 and 0.9 orders of magnitude, respectively (Fig 1F–1H). This prompted us to calculate the relative contributions of the three processes to the genome-wide variance in steady-state mRNA abundance. 

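The central 95% of the retained genes spanned 2.57 orders of magnitude in transcription rate (SD 0.0065, n = 2 replicates), 0.312 in export rate (SD 0.020) and 0.661 in decay rate (SD 0.058). The central 95% of export rates lay between 0.576% and 1.18% per minute, and of decay rates between 0.563% and 2.58% per minute. The spans were widest without an *r*2 cutoff for transcription and decay, at 3.36 and 0.852 orders of magnitude, and without any library factor for export, at 0.465.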

The results (Fig 1I) indicate that transcription explains most of the variance (89.4%), while the contribution of cytoplasmic decay is lower but still substantial (10.1%). In contrast, the contribution of nuclear export to the genome-wide variance is negligible (0.5%). 

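The shares of the variance in log10 steady-state abundance were computed from a linear model on the 3 log10 rates, as coefficient times covariance over variance. The text of the paper does not name its method for these shares. Transcription accounted for 96.0% (96.3% and 95.8% in the replicates, SD 0.34) and cytoplasmic decay for 3.74% (3.5% and 3.9%, SD 0.28) across the 5916 retained genes. The method moved the share of decay most: it was 7.50% with sequential sums of squares averaged over the orders of the rates, and 6.78% as a share of the summed variances of the log rates.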

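The share of export was 0.261% (0.20% and 0.28% in the replicates, SD 0.057, n = 2). With genes selected anew, it was 0.354% without replicate 1 and 0.0353% without replicate 2. For genes outside the given part of S1 Table it was 0.0637%. It was 1.47% as a share of the summed variances and 0.756% with sequential sums of squares. Without an *r*2 cutoff it was -0.330%. A share computed from a covariance, as this one is, can be negative.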

Our estimation of the relative contribution of mRNA decay to the steady state mRNA abundance is lower than previously estimated for yeast (~30%) [8], but higher than estimated for mouse embryonic stem cells (~1.4%) [23].

### Kinetic rates are related to transcript length

Next, we sought to identify potential determinants of individual kinetic steps. First, we investigated a possible relationship between transcript length and kinetic rates. This revealed that transcription rate has a considerable negative correlation with mRNA length (ρ = -0.36; P = 1.1E-164; Fig 2A), suggesting that mature transcripts are generally less efficiently produced from long genes than from short genes. 

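Transcript lengths are those of the longest annotated transcript of a gene and were found for 5783 of the retained genes. The correlation of transcription rate and transcript length was ρ = -0.322 (-0.300 in replicate 1 and -0.343 in replicate 2). Its two-sided permutation p was 1e-05, the smallest that 100000 permutations give, with an adjusted p of 1.1e-05 (Benjamini-Hochberg over the 10 relations of rates and transcript features). The median transcription rate was 0.259 per minute (SD 0.0081, n = 2 replicates) in the 579 genes with the shortest transcripts (median 746 nt) and 0.0436 per minute (SD 0.0036) in the 579 with the longest (median 6939 nt). These relations are across genes, which are not independent replicates. With a single replicate the correlation ranged from -0.336 to -0.283, with genes selected anew.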

In part, this may be explained by a more extensive (co-transcriptional) splicing of long transcripts. Indeed, we find that transcription rate is negatively correlated with intron content (ρ = -0.24; P = 1.1E-69; Fig 2B) and with the number of exons (ρ = -0.22; P = 1.8E-60; Fig 2C). This is in agreement with observations that elongation tends to slow down at exons [24] and that transcribed length has negative relationship with the rapidity of RNA polymerase II (Pol II) recruitment [25].

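Across the same 5783 genes, the transcription rate correlated with total intron length at ρ = -0.215 (-0.207 and -0.223 in the replicates) and with the number of exons at ρ = -0.213 (-0.201 and -0.226), each with a permutation p of 1e-05 and an adjusted p of 1.1e-05 in the family of 10. The median transcription rate fell from 0.206 per minute (SD 0.0043, n = 2) in the 579 genes with the least intron sequence to 0.0408 (SD 0.0025) in the 579 with the most, whose median intron length was 24535 nt. By number of exons it fell from 0.199 (SD 0.0061) at a median of 1 exon to 0.0671 (SD 0.0078) at a median of 13 exons.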

**Fig 2:**
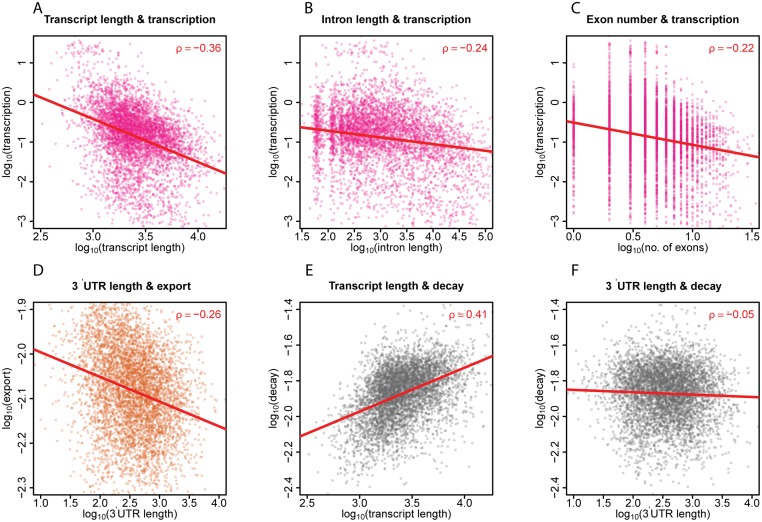
The relationships between transcript length and kinetic rates of mRNA. **(A, B, C)** Scatterplots showing the relationships between transcript length, intron length, number of exons and transcription rates on logarithmic scales. Red lines indicate fitting by linear regression. Spearman (ρ) correlations are indicated. **(D)** Relationship of 3’UTR length and export rates. **(E, F)** Correlations between transcript and 3’UTR length, respectively, and decay rates.

Export rates show no correlation with total mRNA length (ρ = 0.01; P = 0.6), suggesting that mRNA length is not a major limiting factor for transport through the NPC. However, export rate does show a notable negative correlation with the length of the 3’ UTR (ρ = -0.26; P = 4.6E-85; Fig 2D) and to a much lesser extent with the length of the coding region (ρ = 0.13; P = 3.2E-22) or 5' UTR (ρ = -0.12; P = 4.3E-18). 

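The export rate correlated with transcript length at ρ = 0.0202 across 5783 genes (permutation p = 0.12, adjusted p = 0.12 in the family of 10), with 0.0384 in replicate 1 and 0.0017 in replicate 2. The median export rate was 0.794% per minute (SD 0.018, n = 2) for the 579 shortest and 0.802% (SD 0.0040) for the 579 longest transcripts. The groups in between were higher than both, with 0.866% and 0.879% in the replicates at a median length of 1377 nt and 0.869% and 0.864% at 3527 nt, a course without a single direction that a rank correlation does not capture. The correlation depended on the processing. It was 0.152 without mitotic exchange and 0.0978 with unweighted residuals. With library factors read from Fig 1B and 1C it was -0.0666, and -0.231 with an approximate correction for the labelling bias, both chosen after seeing the data (permutation p = 1e-05 in each of these 4).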

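Export rate and 3'UTR length correlated at ρ = -0.314 across 5699 genes (-0.315 and -0.306 in the replicates). With coding region length it was ρ = 0.165 across 5721 genes (0.194 and 0.133), and with 5'UTR length ρ = -0.152 across 5693 genes (-0.152 and -0.148). Each had a permutation p of 1e-05 and an adjusted p of 1.1e-05 in the family of 10. The median export rate was 0.941% per minute (SD 0.0029, n = 2) in the 570 genes with the shortest 3'UTRs (median 53 nt) and 0.787% (SD 0.011) in the 570 with the longest (median 2447 nt). With 7.3% of labelled RNA left in the unlabelled fraction the correlation with 3'UTR length was -0.0232 (permutation p = 0.23) and that with 5'UTR length 0.0905 (permutation p = 1e-05). The library factors were not recalibrated for this setting, so these 2 values cannot show the effect of leftover labelled RNA alone. Without any library factor the correlation with coding region length was -0.0896 (permutation p = 0.06).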

We speculate that the binding of regulatory proteins to the 3’ UTR may slow down export or actively retain transcripts in the nucleus.

Interestingly, cytoplasmic decay rate shows a considerable positive correlation with total mRNA length (ρ = 0.41; P = 3.8E-215; Fig 2E). 

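The correlation of decay rate and transcript length was ρ = 0.579 across 5783 genes, with 0.579 in replicate 1 and 0.569 in replicate 2 (permutation p = 1e-05, adjusted p = 1.1e-05 in the family of 10). The median decay rate was 0.775% per minute (SD 0.041, n = 2) for the 579 shortest transcripts, of median length 746 nt, and 1.76% (SD 0.064) for the 579 longest, of median length 6939 nt. This difference exceeded the spread between the replicates. The rates carry no correction for the 4sU labelling bias, which the paper describes as a bias for long genes. Across transcripts longer than 2000 nt, ρ was 0.263 (3117 genes, permutation p = 1e-05). From the correlation with length, the paper proposes that decay may begin with random cleavage by an endonuclease, for which long mRNAs offer more sites, or that long mRNAs more often carry motifs that direct them to the decay machinery.

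**Figure D1:**
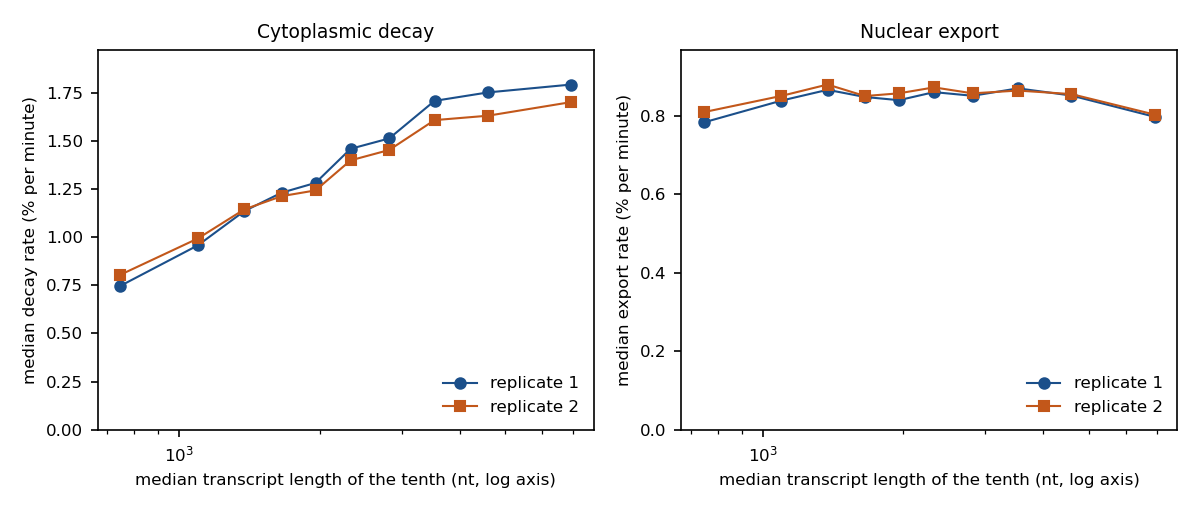
Median cytoplasmic decay rate (left) and median nuclear export rate (right), in % per minute, of retained genes ordered by transcript length and divided into groups of 578 or 579 genes, against the median transcript length of the group in nt on a log axis. Circles are replicate 1 and squares replicate 2. The decay rate rises from 0.746% and 0.804% per minute at 746 nt to 1.79% and 1.70% at 6939 nt, while the export rate is 0.783% and 0.809% at 746 nt, 0.866% and 0.879% at 1377 nt, 0.869% and 0.864% at 3527 nt and 0.797% and 0.802% at 6939 nt.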

We propose two possible explanations for this surprising link. First, cytoplasmic mRNA degradation may be initiated by stochastic attack by an endonuclease. In this model, long mRNAs simply have a higher probability to be cleaved than short mRNAs. The decay rate generally scales sub-linearly with mRNA length, as indicated by a linear regression slope of 0.25 in log-log space (Fig 2E). This may reflect that mRNA is generally folded in a three-dimensional ribonucleoprotein particle, and the proportion of the mRNA that is buried inside this particle may increase with the linear length. 

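In log-log space, the regression slope of the decay rate on transcript length was 0.325 across 5783 genes (0.344 in replicate 1 and 0.306 in replicate 2, permutation p = 1e-05, adjusted p = 1.1e-05 in the family of 10). The slope was 0.459 for the 2666 genes with transcripts up to 2000 nt and 0.173 for the 3117 with longer transcripts. With an approximate correction for the labelling bias, in which 1 in 4 nucleotides of a transcript was taken as uridine and each uridine as labelled with a probability of 0.01, the slope was 0.218. This alternative was chosen after seeing the data and retains fewer genes. Among the 3928 genes retained with and without it, the slope was 0.304 before and 0.218 after the correction.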

A second, not mutually exclusive explanation may be that long mRNA molecules are more likely to contain motifs that have affinity to proteins that target the mRNA to the cytoplasmic decay machinery. Interestingly, decay rate has virtually no correlation with the length of the 3’UTR (ρ = -0.05; P = 8.2 E-4; Fig 2F) which is the primary site where miRNAs act [26, 27]. miRNA-directed degradation may therefore not be the chief mechanism for cytoplasmic decay in *Drosophila* Kc167 cells.

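The decay rate correlated with 3'UTR length at ρ = 0.102 across 5699 genes (0.0963 in replicate 1 and 0.107 in replicate 2), with a permutation p of 1e-05 and an adjusted p of 1.1e-05 in the family of 10. The median decay rate was 1.18% per minute (SD 0.0017, n = 2) for the 570 shortest and 1.32% (SD 0.033) for the 570 longest 3'UTRs. The sign of this correlation changed with the processing. It was -0.0851 with slopes of the time courses in place of modelled rates and -0.223 with the approximate correction for the labelling bias chosen after seeing the data (permutation p = 1e-05 in both).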

### Connections between RNA-binding proteins and nucleocytoplasmic mRNA kinetics

RNA-binding proteins (RBPs) are well known for their regulatory roles in specific steps of RNA metabolism [28–30], but genome-wide assessment has not been yet carried out. We took advantage of recently published transcriptome-wide RNA interaction profiles of 20 RBPs [31] to uncover putative links with kinetic properties of mRNA. The interaction profiles were generated from *Drosophila* S2 cells, which are similar to the Kc167 cells that we used in our study. We compared the median kinetic rates of mRNAs that are bound and not bound by each RBP (Fig 3A, 3C and 3D). This revealed that about two-thirds of the RBPs are significantly correlated with each step of kinetic regulation. The differences range from ~8.4 fold for transcription, to ~1.2 fold for export and ~1.9 fold for cytoplasmic decay. Overall, the correlations between RBP binding and the rate constants were similar for long and short transcripts (S6A–S6F Fig), indicating that transcript length is not a substantial confounding factor in this RBP analysis.

**Fig 3:**
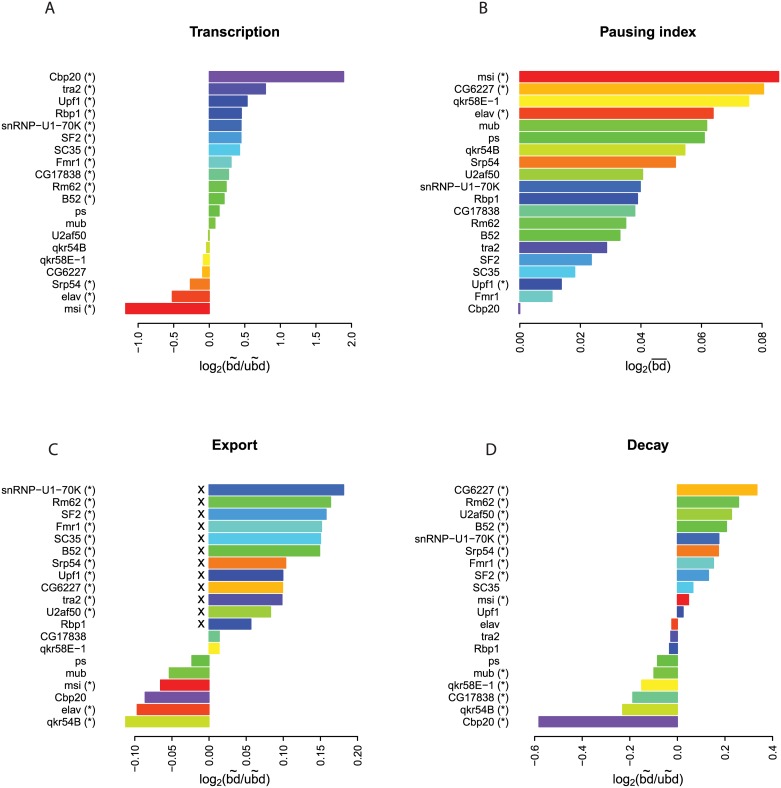
Links between binding of RBPs and kinetic rates of mRNA. **(A)** Log_2_-transformed ratios of median transcription rates of genes bound ($\tilde{bd}$) and unbound ($\tilde{ubd}$) by RBPs as indicated. **(B)** Log_2_-transformed mean Pol II pausing indices of transcripts bound by each RBP ($\bar{bd}$). **(C)** Same as (A), but for export rates. RBPs with roles in splicing are marked by "x". **(D)** Same as (A), but for decay rates. RBPs in all the panels are ranked according to their associated values, but colors are same as in **(A)**. RBP binding data was taken from [31]. RBPs of which binding is significantly associated with rates of transcription **(A)**, pausing index (**B**), export **(C)** and cytoplasmic decay **(D)** are marked by (*) (P < 0.01, two-sided Wilcoxon test, adjusted by the Holm—Bonferroni method).

The RBP that is associated with the highest transcription rate is Cbp20, a key component of the nuclear cap-binding complex (Fig 3A). Its human homolog has previously been reported to facilitate Pol II release from promoters through interaction with transcription elongation through P-TEFb [32], which should lead to reduction of the fraction of paused Pol II. We investigated this by computing the ‘pausing index’ of Pol II for each gene [33]. This pausing index is generally inversely correlated with transcription rates, and we found Cbp20-bound transcripts to have the lowest pausing index (Fig 3B). It thus is likely that Cbp20 also has a role in releasing paused Pol II in Kc167 cells. The Exon Junction Complex protein Upf1 that links to nonsense-mediated decay also correlates with high transcription (Fig 3A) and a relatively low pausing index (Fig 3B). A previous study in *S*. *cerevisiae* indicated that RNA decay factors can boost transcription independent of their function in RNA degradation [34].

The RBPs that are associated with the slowest transcription rate are msi and elav, which have little overlap in their mRNA binding specificities (S6J Fig). However, these two proteins are expressed at extremely low levels in Kc167 cells [35]. It is therefore unlikely that they act as repressors of transcription. We speculate that their target mRNAs may in fact require binding of elav/msi for efficient transcription, and thus may be transcribed at higher levels in the cell types where these proteins are present (e.g., nervous system cells). We tested this hypothesis by comparing the expression level of transcripts in Kc167 that were shown to be bound by the ectopically expressed msi and elav [36], to that of ML-DmBG2-c2, a cell line representing cells of the central nervous system where these two proteins are expressed. Indeed, those genes that can be bound by msi and elav show statistically higher expression in ML-DmBG2-c2 cells (msi: P = 1.9e-7; elav: P = 2.2e-4; two-sided Wilcoxon test). This suggest that msi and elav can promote transcription in the corresponding tissues, but further experimental evidence is needed.

Remarkably, we found that all the 12 RBPs known to be involved in splicing [31] are associated with somewhat higher export rates. These RBPs, which tend to have overlapping mRNA binding specificities (S6J Fig) occupy the top 12 positions when ranked by mean export rate (Fig 3C). This is in agreement with previous reports that have linked splicing factors to nuclear export [37, 38]. In particular, among the splicing factors, SF2 has been shown as the adapter protein for TAP-dependent mRNA export [39]. 

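The median export rate was 0.854% per minute for the 428 retained genes without introns and 0.839% for the 5355 with introns. The difference in median log2 export rate was 0.026 (0.025 in replicate 1 and 0.019 in replicate 2), with a two-sided permutation p of 0.16 across genes (adjusted p = 0.16 in a family of 3), so that no difference was detectable. The 3'UTR had a median length of 148.5 nt in genes without introns and 356 nt in genes with introns. The sign of the difference in export rate changed without mitotic exchange, to -0.0211 (permutation p = 0.18), and without any library factor, to -0.0933 (permutation p = 0.30). With library factors read from Fig 1B and 1C, chosen after seeing the data, the difference was 0.0582 (permutation p = 0.005).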

Paradoxically, we find that mRNAs from intron-containing genes are generally not more rapidly exported than mRNAs from intron-less genes; there is even a slight opposite trend (S6G Fig), which may be due to the fact that intronless genes generally have shorter 3’UTR (S6H Fig), which in turn is associated with higher export rate (Fig 2D). Analysis of the published RBP binding data [31] indicates that transcripts from genes with introns are not enriched for the binding of splicing-related RBPs, compared to transcripts from genes lacking introns (S6I Fig). Together, these data suggest that splicing factors may promote export of mRNA at least in part independently of their role in splicing.

The RBP that is associated with the highest cytoplasmic decay rate is CG6227, a putative DEAD-box containing RNA helicase with so far unknown function (Fig 3D). Lastly, the factor that is associated with the slowest cytoplasmic decay rate is Cbp20. Transcripts with a 7-methylguanosine cap are thought to be bound by Cbp20. This protein is generally restricted to the nucleus, while other proteins take over the cap-binding function in the cytoplasm [40]. Although it is not confirmed that this is also the case in *Drosophila*, it is therefore unlikely that Cbp20 directly affects cytoplasmic decay. Rather, Cbp20 binding to mRNA as detected in a total cell lysate [31] probably reflects the presence of 7-methylguanosine on the transcripts, and this capping is regulated in Drosophila cells and known to inhibit cytoplasmic decay [41] [42]. In conclusion, this analysis identifies candidate proteins that may control specific steps of nucleocytoplasmic mRNA kinetics.

### Chromatin links to kinetic regulation

Chromatin is well-known for its role in regulating transcription, but there is also evidence that it may control the downstream fate of RNA. For example, specific histone modifications can influence alternative splicing [43, 44] and promoter-bound proteins can direct cytoplasmic mRNA stability [45] [46]. We therefore asked whether the kinetic parameters derived from our measurements are correlated with the chromatin environments of the genes. To this end we stratified these parameters by the previously characterized five principal chromatin states [47] at both the transcription start sites (TSSs) and transcription termination sites (TTSs).

As expected, the modeled transcription rates differ widely among chromatin states, both at TSSs and TTSs (Fig 4A–4D). BLUE chromatin, which is marked by H3K27me3 and Polycomb proteins, is associated with very low transcription rates. This is consistent with a wide body of literature indicating that Polycomb complexes directly repress transcription [48]. BLACK chromatin, a hitherto poorly characterized repressive chromatin type that carries H3K27me2 but not Polycomb proteins [14, 47, 49], shows similarly low transcription rates, suggesting that BLACK chromatin also acts at the level of transcription. GREEN chromatin, marked by H3K9me2 and HP1 shows intermediate transcription rates, while the euchromatic YELLOW and RED states show high transcription activity, as expected.

**Fig 4:**
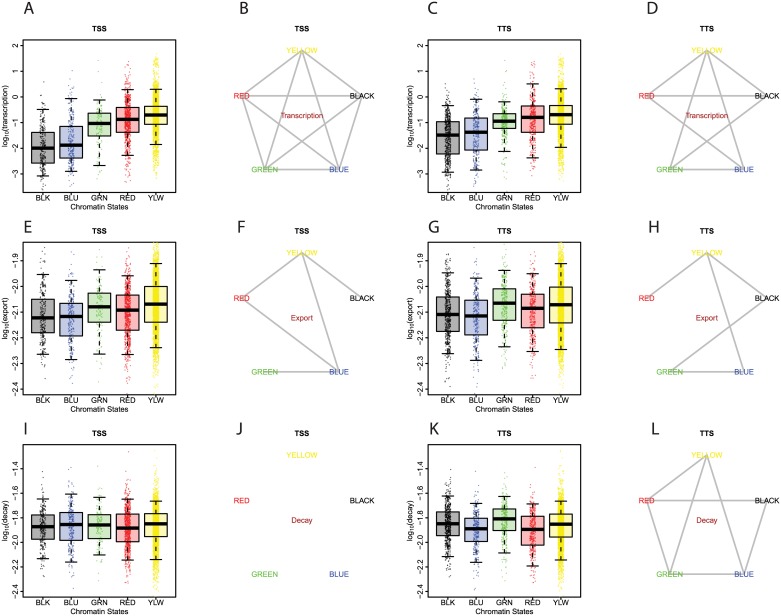
Associations of chromatin states and kinetic rates of mRNA. Links between chromatin states and transcription rates: **(A)** transcription rates of genes divided by their chromatin states at their transcription start sites (TSS). Whiskers represent the 5th percentile and the 95th percentile; **(B)** Between each pair of chromatin states at TSS, a line is drawn if there is statistical difference (p <0.01, Tukey’s range test, ANOVA); **(C, D)** same as **(A, B)**, but for chromatin states at transcription termination sites (TTS). Similar analyses are displayed for nuclear export **(E-H)** and cytoplasmic decay **(I-L)**.

We also observed modest correlations between chromatin states and post-transcriptional kinetic parameters. For both TSS and TTS, transcripts arising from BLACK and BLUE chromatin showed lower export rates than those from YELLOW and GREEN chromatin (Fig 4E–4H), but the difference is only ~1.1-fold. For cytoplasmic decay, we also observed significant chromatin-state-associated differences (Fig 4I–4L), but only at TTSs and of minor magnitude (up to ~1.2 fold). Notably, HP1-containing GREEN chromatin is associated with highest decay rates, which is consistent with a previous study that demonstrated that HP1 mediates heterochromatic transcript decay in *S*. *pombe* [50].

We obtained similar results with a 9-state chromatin state model, which is mostly based on histone modification maps [51] (S7 Fig). In particular state 6, roughly equivalent to BLUE chromatin, shows associations with low transcription and low export, especially when present at TSSs. Other states correlate with transcription levels but show only minor differences in export and decay rates. Together, these results indicate that chromatin states primarily affect transcription, and may have intriguing but subtle links to mRNA export and decay.

### Relationships between the kinetic rates of mRNA

Cross-talk has previously been observed between mRNA transcription and decay in yeast [3, 9, 34, 52]. This prompted us to analyze possible relationships between the kinetic rate parameters in our data. Pairwise scatterplots revealed a number of interesting patterns. 

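Across the 5916 retained genes, the correlation of transcription and export rates was ρ = 0.0561 (0.0693 in replicate 1 and 0.0464 in replicate 2), with a two-sided permutation p of 3e-05 and an adjusted p of 3.6e-05 (Benjamini-Hochberg over 6 correlations between rates, with and without genes of cytoplasmic ribosomal proteins). These genes are not independent replicates. Without the genes of cytoplasmic ribosomal proteins ρ was 0.0566 across 5913 genes. The correlation moved most, to -0.307 (permutation p = 1e-05), with 7.3% of labelled RNA left in the unlabelled fraction and library factors not recalibrated. It was -0.0168 (permutation p = 0.19) with unweighted residuals and -0.0230 (permutation p = 0.10) without the 450 min time point. Other alternatives raised it, to 0.108 with a pseudocount of 0.1. Of those chosen after seeing the data, library factors read from Fig 1B and 1C gave 0.207 and the approximate correction for the labelling bias 0.170.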

First, there is virtually no correlation between the rates of transcription and export (ρ = 0.06, P = 3.6E-05, Fig 5A). Second, a moderate negative relationship exists between the rates of transcription and cytoplasmic decay (ρ = -0.23, P = 5.3E-66, Fig 5B), which is in part due to a separate group of genes that we will discuss below. 

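The correlation of transcription and decay rates was ρ = -0.262 across 5916 genes, with -0.209 in replicate 1 and -0.307 in replicate 2 (permutation p = 1e-05, the smallest that 100000 permutations give, adjusted p = 1.5e-05 in the family of 6). Without the genes of cytoplasmic ribosomal proteins, of which 3 were retained, it was -0.262 across 5913 genes (permutation test, adjusted p = 1.5e-05).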

Third, we observe a positive relationship between rates of export and cytoplasmic decay (ρ = 0.54, P ≈ 0, Fig 5C). These data suggest global coordination between mRNA decay and both transcription and nuclear export. 

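Export and decay rates correlated at ρ = 0.470 across 5916 genes, with 0.486 in replicate 1 and 0.453 in replicate 2 (permutation p = 1e-05, adjusted p = 1.5e-05 in the family of 6). The export rate of one replicate correlated with the decay rate of the other at 0.469 and 0.431. Rates rebuilt from the overall turnover rate and the ratio of cytoplasmic to nuclear abundance correlated at 0.473, and at 0.336 on average when the ratio was shuffled over genes, with a range from 0.327 to 0.346 over 1000 shuffles. From the negative relation of transcription with decay and the positive relation of export with decay, the paper proposes a global coordination of mRNA decay with transcription and nuclear export.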

The underlying mechanism is unclear; in yeast two subunits of RNA polymerase II have been implicated in such coordination [53–55].

**Fig 5:**
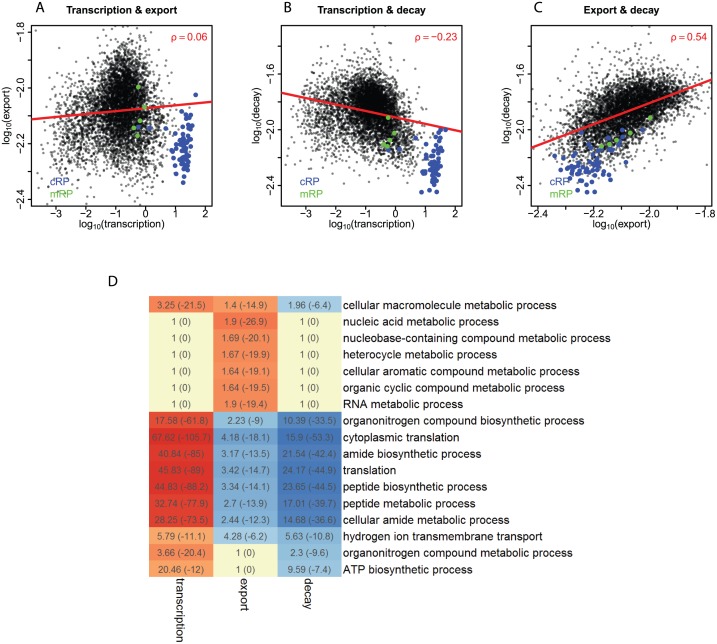
Links between kinetic rates; and GO analysis. **(A, B, C)** Scatterplots showing pairwise relationships between the rates of transcription, export and cytoplasmic decay on logarithmic scales. Spearman (ρ) coefficients are indicated. Red lines indicate fitting by linear regression. Genes encoding cytoplasmic ribosomal proteins (cRP) are marked in blue and genes encoding mitochondrial ribosomal proteins (mRP) are marked in green. **(D)** Gene ontology analysis. Heatmap showing associations between kinetic rates and "biological process" GO categories. Processes are shown if they are enriched for at least one kinetic rate with p < 10^−11^. The enrichment scores of genes with the respective GO terms are indicated, with log_10_-transformed p-values in parentheses, according to GOrilla [82]. Red color marks enrichment for high kinetic rates while blue color marks enrichment for low kinetic rates. See also S2 Table.

### Classes of genes with distinct mRNA kinetics

One group of genes stands out in the scatterplots (blue dots, Fig 5A–5C). 

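The files list 93 genes of cytoplasmic ribosomal proteins (symbols RpL, RpS, RpP and sta), of which 87 were detected in all 24 libraries. Only 3 of them, RpL7-like, RpLP0-like and RpL15, were retained with *r*2 above 0.8 in both fractions. The genes were taken by symbol alone, and the names RpL7-like and RpLP0-like leave open whether these encode ribosomal proteins. Their transcription rates were 1.19 and 1.51 per minute, against 14.3 for RpL15. The median *r*2 of the 87 genes was 0.931 in the nuclear and 0.495 in the cytoplasmic fraction. Their median FPKM relative to 0 min rose within the nuclear libraries, to 2.75 times (SD 0.037, n = 2) at 450 min, while the median of all fitted genes fell to 0.431 times (SD 0.027). All 72 genes of mitochondrial ribosomal proteins (symbols mRpL and mRpS) were detected and 59 were retained.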

Virtually all genes in this group encode for cytoplasmic ribosomal proteins (cRPs). These genes are characterized by very high transcription, fairly low export, and very low cytoplasmic decay (Fig 5A–5C). It is noteworthy that the cRP genes are completely separated from nuclear genes encoding mitochondrial ribosomal proteins (mRPs), which also cluster in the scatterplots but show less extreme values (green dots in Fig 5A–5C). 

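The 3 retained genes of cytoplasmic ribosomal proteins differed from the other retained genes by 0.986 in median log10 transcription rate (permutation p = 0.025, adjusted p = 0.041 in a family of 6), -0.0810 in log10 export rate (permutation p = 0.15, adjusted p = 0.15) and -0.348 in log10 decay rate (permutation p = 0.0032, adjusted p = 0.0095). Each median of the 3 genes is the value of RpL7-like or RpLP0-like. The comparisons of the 3 genes may therefore not describe cytoplasmic ribosomal proteins. Without an *r*2 cutoff, all 87 genes had a median transcription rate of 12.0 per minute (SD 2.4, n = 2 replicates), an export rate of 0.504% per minute (SD 0.0084) and a decay rate of 0.254% per minute (SD 0.034). These medians lie at percentiles 99.4, 2.9 and 1.0 of the 7916 fitted genes. The differences in median log10 rate to the other genes were then 2.03, -0.207 and -0.693, each with a permutation p of 1e-05, the smallest that 100000 permutations give, and an adjusted p of 1e-05. Rates without the *r*2 cutoff rest on cytoplasmic time courses that the model described less well.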

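Against the 59 retained genes of mitochondrial ribosomal proteins, the 3 retained cytoplasmic ones differed by 0.511 in median log10 transcription rate (exact permutation test, p = 0.00079, adjusted p = 0.0048), -0.0930 in log10 export rate (exact permutation test, p = 0.027, adjusted p = 0.041) and -0.140 in log10 decay rate (exact permutation test, p = 0.051, adjusted p = 0.061), in the same family of 6. Without an *r*2 cutoff, the 72 mitochondrial genes had a median transcription rate of 0.468 per minute (SD 0.0054, n = 2 replicates), export rate of 0.836% per minute (SD 0.0042) and decay rate of 0.773% per minute (SD 0.026). The differences between the 87 cytoplasmic and the 72 mitochondrial genes were 1.41, -0.220 and -0.484 in median log10 rate (permutation p = 1e-05 each). Of the 87 cytoplasmic genes, 84 had a transcription rate above every mitochondrial one and 73 a decay rate below every mitochondrial one. The paper calls the basis of this regulation unclear and speculates that the TOP motif, which most of these mRNAs carry, plays a role in it.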

The basis for this unique regulation is unclear, but we speculate that the 5'-terminal oligopyrimidine tract (TOP) motif, which is found in most cRP mRNAs [56, 57], plays a role in this.

We searched for other functional categories of genes with distinct kinetic parameters by gene ontology (GO) analysis (Fig 5D, S2 Table). Translational machinery genes, primarily comprising of cRP genes, exhibit relatively high transcription, low export and low cytoplasmic decay, as expected. Genes that are responsible for primary metabolic processes are highly transcribed, highly exported and slowly degraded, representing prominent efficiency of expression. The other house-keeping genes, including various synthetic and transport activities of macromolecules, are highly transcribed and lowly decayed but do not possess characteristic export rates. Lastly, it is intriguing that genes linked to neural differentiation and cellular response to stress are enriched for high export, and the latter process is also enriched for high decay. Presumably this provides routes to activate or inactivate gene regulatory cascades in a rapid and flexible manner when extrinsic stimuli are received in developmental processes or stress response. We note that genes with low transcription or high decay may be under-represented in this GO analysis, because they are less likely to have passed our stringent filters for model fitting. Overall, these results reveal curious links between specific functional gene modules and kinetic properties of their transcripts.

## Discussion

By combination of metabolic labeling, cell fractionation and mathematical modeling we determined key parameters of the nucleocytoplasmic dynamics of mRNA for 5,420 genes in *Drosophila* cells. Our subsequent analyses revealed that these kinetic rates are linked to various molecular components, have relationships with each other and are linked to specific biological processes.

The export and cytoplasmic decay rates deduced from from our measurements and modeling are both on average in the range of ~1% per minute. These values are generally similar to rates estimated by previous studies. Genome-wide studies have determined median mRNA decay rates to range from 1.4% (*H*. *sapiens*, [58]), 0.8% (*M*.*musculus*, [6]), to 6.3% (*S*. *cerevesiae*, [8]), while focused analyses of individual transcripts have yielded values ranging from ~1% per minute in zebrafish [59] to 1.67% per minute in mouse tissues [22], which is very similar to our estimates. For nuclear export, recent microscopy studies estimated the retention time of mRNAs in human cells to be about 40–60 minutes, which corresponds to a rate of 1.2%-1.7% per minute [60], and 8.6 minutes (~8% per minute) in mouse tissue [22]. The latter export rate is somewhat higher than we typically observed, which may be explained by differences in cell type, species, or techniques used. Our estimates of transcription rates are in arbitrary units and can therefore not be compared to other studies.

Our results indicate that nuclear export generally has a relatively minor impact on steady-state mRNA levels. Nevertheless, links with 3'UTR length and the binding patterns of RBPs point to mechanisms that regulate mRNA export. This is in line with previous gene-specific studies indicating that sequences in the 3'UTR of mRNA can affect nuclear export [61, 62]. Our observation that several functional classes of genes show higher or lower export rates points to a certain degree of coordination of the export of mRNAs belonging to the same pathway. Some of the processes that we identified involve responses to DNA damage, stress and nutrients, as well as differentiation. This extends previous observations that the export of individual transcripts can be under control of such signaling events [62–67]. It will be interesting to study the changes in global nucleoplasmic kinetics of mRNAs when these pathways are activated by the appropriate stimuli.

It is also noteworthy that transcripts derived from genes bound by Polycomb complexes (BLUE chromatin) show slightly slower export rates. We speculate that this may be caused by the broad affinity of Polycomb complexes for RNA [68, 69], which may lead to some sequestration of transcripts in the nucleus. This may reduce the availability of the transcripts in the cytoplasm to some degree. Another interesting possibility is that temporary nuclear retention of transcripts may buffer bursts of transcription [22].

We observed that the rate of cytoplasmic decay is positively correlated with transcript length. This is somewhat surprising, because it is generally thought that degradation of mRNA is primarily mediated by the 3' exonuclease activity of the exosome [8, 70–72], which is unlikely to lead to a faster decay for a longer RNA. Rather, the positive correlation with transcript length points to decay mediated by stochastic activity of an endonuclease [73]. A candidate for such endonuclease activity is the *Drosophila* exosome subunit Dis3, which harbors ribo-endonuclease activity and is expressed in Kc167 cells [74].

In summary, we outlined a generally applicable experimental strategy and a mathematical framework to determine important parameters of nucleoplasmic dynamics for thousands of genes. One possible extension of our strategy is to quantify both the unlabeled and the 4sU-labeled mRNA fractions over time, rather than the unlabeled fractions alone. This may provide an even more precise view of the nucleoplasmic kinetics, particularly of transcripts with high transcription and export rates. The dataset reported here–as well as the uncovered links with mRNA characteristics, RBPs, and chromatin states–provides a foundation to begin to untangle the underlying mechanisms. Application of this approach to other cell types and species will help to understand the global principles of mRNA regulation in the context of differentiation and evolution.

## Materials and methods

### Cell culture

*Drosophila* Kc 167 were cultured as previously described [75].

### Metabolic labeling and hypotonic fractionation

Around 1 million *Drosophila* kc167 cells were separately labelled in 5 ml medium in 10 cm culture dishes with 300 μM 4-thiouridine (Sigma-Aldrich, Cat No. T4509) for 0, 30, 90, 180, 300, 450 minutes. Cells were spun down, washed with serum-free medium and suspended with 120 μl hypotonic buffer consisting of 10mM NaCl, 2mM MgCl, 10mM Tris-HCL (pH = 7.8), 5mM dithiothreitol (DTT), 0.5% nonylphenoxypolyethoxylethanol (NP-40). Suspensions were put on ice for 5 min and spun down at 2000 g at 4 degree for 5 minutes. Supernatants were taken out as cytoplasmic fraction and the pellets were suspended in 120μl hypotonic buffer as nuclear fraction. 700 μl TRIsure (BIOLINE, Cat No. BIO-38032) containing 1 ng/μl total RNA from *S*. *cerevisiae* as spike-in was added to both fractions and RNA extractions were performed following the protocol of a published study [1].

### Examination of the purity of hypotonic fractionation

1 μg of nuclear and cytoplasmic RNA samples were reverse-transcribed (BIOLINE, Tetro reverse transcriptase, Cat No. BIO-65050) with random-hexamers (BIOLINE, Cat No. BIO-38028). The reaction was subsequently diluted 20 times with water, 4 μl of which was used for qPCR. The primers used are:

Lam exon forward, GAAGACCTGAATGAGGCGCT; Lam exon reverse, TGGTGTTCTCCAGGTCAACG; Lam intron forward, AAGTGCGTGGAAACTGAATCG; Lam intron reverse, CTTGCTTGAAACCACGCCTT; Fmo-2 exon forward, TGATGCAGTGCTTCCACAGT; Fmo-2 exon reverse, ATGTTCTGCACCGGCTACAA; Fmo-2 intron forward, GGCCCCGTGAGATCGATTAG; Fmo-2 intron reverse, TGGTAGCGACGTCACGTATT.

### Isolation of pre-existing RNA and total RNA

Nuclear and cytoplasmic RNA were labeled with EZ-Link^™^ HPDP-Biotin (ThermoFisher Cat No. 21341) and pre-existing RNA were purified by removal of biotinylated newly-synthesized RNA as previously described [1]. Total RNA was directly extracted from unfractionated cells following the protocol of a published study [1].

### RNA sequencing

Polyadenylated RNA was purified by oligo-dT beads for both nuclear and cytoplasmic fractions, reverse transcribed (SuperScript II Reverse Transcriptase, Invitrogen, # 18064–014) and constructed into strand-specific libraries using the TruSeq Stranded mRNA sample preparation kit (Illumina Inc., San Diego, RS-122-2101/2) according to the manufacturer's instructions (Illumina, # 15031047 Rev. E). The generated cDNA fragments were 3' end adenylated and ligated to Illumina Paired-end sequencing adapters and subsequently amplified by 12 cycles of PCR. The libraries were analyzed on a 2100 Bioanalyzer using a 7500 chip (Agilent, Santa Clara, CA), diluted and pooled equimolar into a 12-plex for each replicate and subjected to sequencing with 50 base single reads on a HiSeq2500 using V4 chemistry (Illumina Inc., San Diego). The two replicates were sequenced in two separate lanes. The total reads for the two replicates are 182,747,266 and 177,771,796, with even reads distribution for each time point.

Reads were mapped first to the transcriptome of *S*. *cerevisiae* (Saccharomyces_cerevisiae.R64-1-1.78) and then to the transcriptome of *D*. *melanogaster* (Drosophila_melanogaster.BDGP5.77) by Tophat [76].

### Calculation of relative abundance of transcripts

For each time point, the number of reads that were mapped to *Drosophila* transcriptome was divided to the number of reads that were mapped to Saccharomyces transcriptome to obtain the factor for normalization. The number of Fragments Per Kilobase of transcript per Million mapped reads (FPKM) for each gene was calculated using the default setting of Cufflinks [77] and multiplied by the factor for normalization to obtain the relative abundance of transcripts.

### The cutoff function to remove outliers

We intended to exclude genes that show strong anomalous behaviors which may be due to 4sU labeling or the fractionation procedure. Instead of linear exclusion, we also took the non-uniform distribution of dispersion into account. Considering two transcriptomes x and y of comparison, we used a simple non-linear function to depict the dispersion:

$$\text{f}\left(\text{x}\right)=\text{sd}\left(\text{y}\right)=\text{m}+\text{n}e^{-px}$$

where x is the RNA abundance and f(x) is deviation from the perfect diagonal which corresponds to the standard deviation of y. The abundance of transcripts in the data were divided into 1000 intervals and the corresponding values were calculated. The non-negative parameters m,n,p were then fitted by the Levenberg—Marquardt algorithm using the ModFit function in the package of FME in R. We defined outliers as genes that exceed twice the amount of technical dispersion:

outliers∣{y>x+2f(x) or x>y+2f(y)}

### Correction for 4sU labelling bias

The labelling bias of 4sU as function of the length of genes was corrected previously described [8]. The correction factor is calculated as

$$\text{F}=1-{\left(1-\text{pr}\right)}^{\text{Nu}}$$

where pr is the labeling probability that is determined to be around 0.01 [8] and Nu is the number of uridine in the transcripts of individual genes.

### Modeling remaining 4sU labeled transcripts after biotin-streptavidin removal

To calculate the magnitude of remaining newly-synthesized RNA that contains 4sU after streptavidin removal, we assume first order turnover of total transcripts (detailed in the next section of Quantitative modeling), and add a term for the remaining fraction of 4sU (C) that has not been removed by streptavidin pulldown, similar to a previous approach [6].

Using the notations from the next section of Quantitative modeling, the abundance of newly synthesized RNA over time is

$$W_{4sU}\left(\text{t}\right)={\text{W}}_{0}({\text{e}}^{\text{gt}}-{\text{e}}^{-{\text{ k}}_{\text{T}}\text{t}})$$

Considering potential contamination factor (U) of *W*_*4sU*_ into the unlabeled fraction, and assuming the pre-exsiting RNA follows first order turnover, the pre-existing fraction P is

$$P\left(t\right)=\;\left({\text{W}}_{0}-U\cdot W_{4sU}\left(t\right)\right){\text{e}}^{-{\text{ k}}_{\text{T}}\text{t}}=W_{4sU}\left(\text{t}\right)={\text{W}}_{0}(1-U{\text{e}}^{\text{gt}}+U{\text{e}}^{-{\text{ k}}_{\text{T}}\text{t}}){\text{e}}^{-{\text{ k}}_{\text{T}}\text{t}}$$

And the contamination fraction R(t) is

$$R\left(t\right)=\;U\cdot W_{4sU}\left(t\right)=U{\text{W}}_{0}({\text{e}}^{\text{gt}}-{\text{e}}^{-{\text{ k}}_{\text{T}}\text{t}})$$

Therefore, the expected unlabeled fraction with contamination is

W(t)=P(t)+R(t)

The contamination factor U is estimated by minimizing

$$d=\frac{1}{\text{n}}\sum_{i=1}^{n}{\left(L(W_{m}\left(t_{i}\right)log\frac{W_{m}\left(t_{i}\right)}{W\left(t_{i}\right)}\right)}^{2})$$

Where L is the loess function described in the Eq (18) of the next section and *W*_*m*_(*t*_*i*_) is the measured abundance at a time point i. We used the Levenberg—Marquardt algorithm to fit experimental data using the ModFit function in the package of FME in R. U is estimated to be (7.3 ±1.2) %.

### Quantitative modeling of kinetic rate constants

The non-compartmentalized overall mRNA dynamics of non-synchronized Kc167 cells can be described by a simple ordinary differential equation

$$\frac{dW\left(t\right)}{dt}=k_{S}-k_{T}W\left(t\right),$$ (1)

whereby for a given gene, W stands for the total amount of bulk mRNA with the unit of Fragments Per Kilobase Of Exon Per Million Fragments Mapped (FPKM), t for time in minutes (min), *k*_*s*_ for transcription rate in FPKM·min^-1,^ *k*_*T*_ for overall turnover rate in min^-1^. The equation satisfies the quasi-steady-state assumption, i.e.,

$$\frac{dW\left(t\right)}{dt}=gW\left(t\right),$$ (2)

since in standard culture medium, cells in the dish do nothing but merely doubling. Let g be the proliferation rate, which can be calculated from the measured doubling time of 24 hours of kc167 cells,

$$g=\frac{100\;ln2}{24*60}\%=0.048\%{\text{min}}^{-1},$$ (3)

For pre-existing RNA, total amount *W*_*p*_ satisfies,

$$\frac{dW_{p}\left(t\right)}{dt}=-\;k_{T}W_{p}\left(t\right),$$ (4)

Denoting *W*_*p*_(0) by *W*_0_,

$$W_{p}\left(t\right)=W_{0}e^{-\;k_{T}t}.$$ (5)

Similarly, the simplest model for the nucleocytoplasmic dynamics of mRNA can be written as

$$\left(\begin{array}{c} \frac{dN\left(t\right)}{dt}\\ \frac{dC\left(t\right)}{dt} \end{array}\right)=\left[\begin{array}{c} k_{S}-\;(k_{E}+k\prime_{f})\\ \;(k_{E}+k\prime_{f}) \end{array}\begin{array}{c} k_{f}\\ -\left(k_{D}+k_{f}\right) \end{array}\right]\left(\begin{array}{c} N\left(t\right)\\ C\left(t\right) \end{array}\right)=g\;\left(\begin{array}{c} N\left(t\right)\\ C\left(t\right) \end{array}\right),$$ (6)

whereby for a given gene, *N and C* stand for the total amount of mRNA in the, correspondingly, nuclear and cytoplasmic compartments in FPKM. For post-transcriptional kinetic rates, *k*_*E*_ stands for exportation rate from the nucleus to the cytoplasm, *k*_*D*_ for cytoplasmic decay rate, and *k*_*f*_ stands for cytoplasm-to-nucleus inward transfer rate while $k_{f}^{\prime }$ for nucleus-to-cytoplasm outward transfer rate during mitosis, which will be discussed later. All post-transcriptional kinetic rates are in the unit of min^-1^. The equation also satisfies the quasi-steady-state assumption, at t = 0, denoting *N*(*t*) by *N*_0_ and *C*(*t*) by *C*_0_,

$$\left[\begin{array}{c} k_{S}-\;(k_{E}+k\prime_{f})\\ \;(k_{E}+k\prime_{f}) \end{array}\begin{array}{c} k_{f}\\ -\left(k_{D}+k_{f}\right) \end{array}\right]\left(\begin{array}{c} N_{0}\\ C_{0} \end{array}\right)=g\;\left(\begin{array}{c} N_{0}\\ C_{0} \end{array}\right).$$ (7)

For pre-existing *N*_*p*_ *and C*_*p*_,

$$\left(\begin{array}{c} \frac{dN_{p}\left(t\right)}{dt}\\ \frac{dC_{p}\left(t\right)}{dt} \end{array}\right)=\left[\begin{array}{c} -\;(k_{E}+k\prime_{f})\\ \;(k_{E}+k\prime_{f}) \end{array}\begin{array}{c} k_{f}\\ -\left(k_{D}+k_{f}\right) \end{array}\right]\left(\begin{array}{c} N_{p}\left(t\right)\\ C_{p}\left(t\right) \end{array}\right).$$ (8)

Because

$$W_{p}=N_{p}+C_{p},$$ (9)

rewrite Eq (8) in terms of *C*_*p*_ and *W*_*p*_,

$$\left(\begin{array}{c} \frac{dC_{p}\left(t\right)}{dt}\\ \frac{dW_{p}\left(t\right)}{dt} \end{array}\right)=\;\left[\begin{array}{c} -\;(k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f})\\ 0 \end{array}\begin{array}{c} k_{E}+{k^{\prime }}_{f}\\ -k_{T} \end{array}\right]\left(\begin{array}{c} C_{p}\left(t\right)\\ W_{p}\left(t\right) \end{array}\right).$$ (10)

Therefore,

$$\frac{dC_{p}\left(t\right)}{dW_{p}\left(t\right)}=\frac{\;(k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f})C_{p}\left(t\right)}{k_{T}W_{p}\left(t\right)}-\frac{k_{E}+\;{k^{\prime }}_{f}}{k_{T}},$$ (11)

from which we can get the analytical solution of *C*_*p*_ in terms of *W*_*p*_

$$C_{p}\left(W_{p}\left(t\right)\right)=C_{0}{\left(\frac{W_{p}\left(t\right)}{W_{0}}\right)}^{\frac{\;k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f}}{k_{T}}}+W_{p}\left(t\right)\frac{\;k_{E}+{k^{\prime }}_{f}}{\;k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f}-k_{T}}\left(1-{\left(\frac{W_{p}\left(t\right)}{W_{0}}\right)}^{\frac{\;k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f}-k_{T}}{k_{T}}}\right),$$ (12)

Because of Eq (5),

$$C_{p}\left(t\right)=C_{0}e^{-\left(\;k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f}\right)t}+W_{0}\frac{\;k_{E}+{k^{\prime }}_{f}}{k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f}-k_{T}}\left(e^{-k_{T}t}-e^{-(k_{E}+{k^{\prime }}_{f}+k_{D}+k_{f})t}\right).$$ (13)

Similarly,

$$N_{p}\left(t\right)=N_{0}e^{-\left(\;k_{E}+{k^{\prime }}_{f}+k_{f}\right)t}+W_{0}\frac{k_{f}}{k_{E}+{k^{\prime }}_{f}+k_{f}-k_{T}}\left(e^{-k_{T}t}-e^{-(k_{E}+{k^{\prime }}_{f}+k_{f})t}\right).$$ (14)

To determine the transfer rates of ${k^{\prime }}_{f}$, *k*_*f*_ in mitosis, we considered the process of cell cycle. Because of the nature of the quasi-steady state in which stable proportionality of each phase of the cell cycle exists, we can determine during the doubling time of D = 24 hours, the duration of G1/S (*F*_G1/S_) takes about 20% of the time and G2/M (*F*_G2/M_), in which cells have roughly two fold of cellular content compared to G1/S, takes about 80% of the time, based on published the FACS profile[78] [79] [80]. The duration of mitosis (*F*_M_) of drosophila cells takes around 1 hour. Kc167 cells have relatively large nuclei with the ratio of the diameters between the nucleus and the cell equals to *r*_*nc*_ = 4:5. Therefore, for every hour the cytoplasmic RNA that diffuses into the nucleus at the end of telophase is

$$\frac{\left(r_{nc}{}^{3}\times 2\right)}{D\times \left(F_{\text{G}1/\text{S }}\times 1+F_{\text{G}2/\text{M }}\times 2\right)}\left(N+C\right)=\frac{2r_{nc}{}^{3}\left(N+C\right)}{D(F_{\text{G}1/\text{S }}+2F_{\text{G}2/\text{M }})}.$$ (15)

And for every hour the nuclear RNA that diffuses into the cytoplasm at the beginning of M phase is

$$\frac{2N}{D\times \left(F_{\text{G}1/\text{S }}\times 1+\left(F_{\text{G}2/\text{M }}-F_{\text{M }}\right)\times 2\right)}=\frac{2N}{D(F_{\text{G}1/\text{S }}+2F_{\text{G}2/\text{M }}-2F_{\text{M })}}.$$ (16)

To obtain the kinetic rates of nucleocytoplasmic dynamics, we considered four attributes that ought to be satisfied,

1. mRNA dynamics of the nuclear compartment.
  Eq (14).
2. mRNA dynamics of the cytoplasmic compartment.
  Eq (13).
3. quasi-steady-state of the cytoplasmic compartment,
  Eq (7).
4. The relationship between cytoplasmic decay rate and overall turnover rate,
  $$k_{D}C_{0}=k_{T}W_{0}.$$ (17)

RNA-seq experiments render an over-dispersed non-Gaussian distribution for technical noise [81]. To adjust for this effect, we performed local polynomial regression fitting with the coefficient of variation (CV) with the mean value (m) for all the data points from the two biological replicates using the function loess in the package of stats in R, by which we generated function L that represents the numerical correspondence of loess.

CV=L(m). (18)

Thus, taking differential dispersions at individual time points into account we compute the difference on logarithmic scale, and minimized the corresponding four-component fitting gradient by least square.

$$\Theta =[\frac{1}{\text{n}}\overset{n}{\underset{i=1}{\Sigma }}\left(L(N_{m}\left(t_{i}\right)\right)log\frac{N_{m}\left(t_{i}\right)}{N_{p}\left(t_{i}\right)}{)}^{2},\frac{1}{\text{n}}\overset{n}{\underset{i=1}{\Sigma }}\left(L(C_{m}\left(t_{i}\right)\right)log\frac{C_{m}\left(t_{i}\right)}{C_{p}\left(t_{i}\right)}{)}^{2},L(N_{0})L(C_{0}){\left(log\frac{(k_{E}+{k^{\prime }}_{f})N_{0}}{\left(k_{D}+k_{f}+g\right)C_{0}}\right)}^{2},L(W_{0})L(C_{0}){\left(log\frac{k_{T}W_{0}}{(k_{D}C_{0}}\right)}^{2}]$$ (19)

We used the Levenberg—Marquardt algorithm to fit experimental data using the ModFit function in the package of FME in R.

### Robustness of the modeling

To investigate the robustness of modeling in relation to the depth of sequencing, we randomly down-sampled the sequencing reads to only 25 percent of the original number. In this case, the number of genes that were detected in all samples after length correction was reduced to 3519, of which 3403 pass the threshold of *r*^2^ > 0.8. The consistency of the modeled rates was very high between the original and the down-sampled data, indicating that the performance of modeling is quite resilient to the reduction of sequencing depth (S4A–S4C Fig).

### Analysis of kinetic rates in relation with transcript length, RBP binding and chromatin states

Annotations from BioMart (http://www.biomart.org/) for *Drosophila* melanogaster genome BDGP5 were used for these analyses.

For every gene, the length of transcript, intron, 3’UTR and 5’UTR and the number of exons were defined by the maximal values in each category from BioMart annotations. Spearman’s and Pearson’s correlations were calculated to associate length with kinetic rates.

RBP binding data were retrieved from Stoiber et al [31], in both binary form (bound and unbound) and quantitative form (binding scores of the bound genes). To compare the kinetic difference between transcripts bound and unbound by a specific RBP, binary information was used to stratify the genes into two groups and two-sided Wilcoxon rank sum test were performed to calculate the statistical significance that was adjusted with the Holm—Bonferroni correction for multiple comparisons. Because RBP binding may have been underestimated for the 30% lowest expressed transcripts (Figure S2 of [31]), we restricted this analysis to the 70% highest expressed genes (4457 genes total). Overlapping binding of RBP X and RBP Y were calculated as

$$Overlap\left(X,Y\right)=\frac{No.\;of\;genes\;bound\;by\;X\;and\;Y}{No.\;of\;genes\;bound\;by\;X}$$

$$Overlap\left(Y,X\right)=\frac{No.\;of\;genes\;bound\;by\;X\;and\;Y}{No.\;of\;genes\;bound\;by\;Y}$$

To compute the pausing index of Pol II, we used Pol II Chip-seq data of *Drosophila* Kc167 cells from the modENCODE project (DCCid: modENCODE_5569), and calculated the ratio of Pol II signal within 200 bp around TSS and Pol II signal from 201bp to the end of the gene, similar to previous studies [33]. To investigate the relationship between binding strength of a specific RBP and kinetic rates, Spearman’s correlations were calculated.

Chromatin states data were from Filion et al [47] and Kharchenko et al [51]. For every gene, the coordinates of the most 5’ TSS and the most 3’ TTS from BioMart annotation were defined as the TSS and TTS of the gene, for which corresponding chromatin states were assigned. kinetic rates associated with each chromatin state were compared by ANOVA and the statistical significance was calculated with Tukey’s range test.

### Gene ontology analysis

GO analysis was performed using the single ranked list method on the Gorilla server ([82], http://cbl-gorilla.cs.technion.ac.il/). Corresponding p values were retrieved and gene ontology processes with p < 10^−11^ for at least one kinetic processes were displayed in a heatmap generated by the ‘pheatmap’ R package.

## Supporting information

S1 Fig Experimental scheme of metabolic labelling and nucleocytoplasmic fractionation. Blue lines represent pre-existing cytoplasmic RNA; green lines represent pre-existing nuclear RNA; purple lines represent newly-synthesized RNA; orange lines represent yeast RNA spike-in. For a detailed description of the experimental procedure see Methods.
(EPS) Click here for additional data file.

S2 Fig Effects of 4sU labelling and fractionation. (**A**) Scatter plot showing the log_10_ transformed FPKM value of gene expression for *Drosophila* Kc167 cells unlabeled *versus* labelled for 480 minutes. (**B**) Scatter plot showing the log_10_ transformed FPKM value of gene expression for unfractionated *Drosophila* Kc167 cells *versus* the sum of the nuclear and cytoplasmic fractions. Red dots in (A) and (B) mark genes that were excluded from computation of kinetic rate constants; red lines indicate the cutoff functions (see also Methods).
(EPS) Click here for additional data file.

S3 Fig Quality controls of experimental data. **(A-D)** Consistency between two independent biological replicates (rep1 and rep2) of the relative abundance of pre-existing RNA for both nuclear **(A, B)** and cytoplasmic **(C, D)** fractions at 0 min **(A, C)** and 450 min **(B, D)** of labeling. **(E)** Time series of the relative abundance of cytoplasmic and nuclear pre-existing RNA relative to the yeast RNA spike-in. Error bars depict standard deviation between two biological replicates. **(F)** Total mRNA abundance (nuclear and cytoplasmic combined) normalized to yeast spike-in as a function of time. Model fitting was used to determine the plateau level (dotted red line) that is eventually reached. **(G, H)** log_2_ of exon over intron ratio of two genes, *Lam* and *Fmo-2*, in both nuclear and cytoplasmic fractions of two biological replicates. **(I)** Time series of the remaining ribosomal RNA after polyA selection on linear scale. Error bars show standard deviation between two biological replicates.
(EPS) Click here for additional data file.

S4 Fig Testing robustness of the model by down-sampling. Sequence reads were randomly down-sampled to 25 percent and modeling was repeated. **(A-C)** show the consistency between rate constants determined from the down-sampled and full datasets.
(EPS) Click here for additional data file.

S5 Fig Features of genes that are not modeled well. Comparison of transcription rates **(A)** and intron lengths **(B)** of genes that are modeled well and not modeled well, using r^2^ = 0.8 as cutoff.
(EPS) Click here for additional data file.

S6 Fig Additional analyses of links between RBP binding and kinetic rates. **(A-F)** Same analysis as in Fig 3A, 3C and 3D, but for the 50% shortest **(A-C)** and 50% longest **(D-F)** genes. **(G)** Boxplot showing log_2_ transformed export rates of intron-less and intron-containing genes. Central horizontal lines represent median values; box margins represent 25th and 75th percentiles, and whiskers represent the 5th percentile and the 95th percentile. **(H)** Boxplot showing 3’UTR length of intron-less and intron-containing genes. **(I)** Log2 transformed ratio between the number intron-less genes and the number of intron-containing genes, for mRNAs bound by the indicated RBPs according to Stoiber et al [31]. **(J)** Heatmap showing pairwise overlap of mRNA binding by RBPs, sorted by hierarchical clustering. Overlap was calculated as the ratio between the number of the overlapping mRNAs and the number of all mRNAs bound by a particular RBP.
(EPS) Click here for additional data file.

S7 Fig Associations of chromatin states and kinetic rates of mRNA using an alternative, 9-state chromatin model [51]. **(A)** transcription rates of genes divided by their chromatin states at their transcription start sites (TSS). Whiskers represent the 5th percentile and the 95th percentile; **(B)** Between each pair of chromatin states at TSS, a line is drawn if there is statistical difference (p <0.01, Tukey’s range test, ANOVA); **(C, D)** same as **(A, B)**, but for chromatin states at transcription termination sites (TTS). Similar analyses are displayed for nuclear export **(E-H)** and cytoplasmic decay **(I-L)**.
(EPS) Click here for additional data file.

S1 Table Kinetic rates and goodness of fit. Excel spreadsheet. As indicated by the header, for two biological replicates, the table contains the rate of transcription (FPKM/min), export (1/min) and cytoplasmic decay (1/min) for each gene, as well as the goodness of fit which is measured by the coefficient of determination (*r*^2^), for both nuclear and cytoplasmic fractions.
(XLSX) Click here for additional data file.

S2 Table Complete table of GO processes in relation with kinetic rates. The layout of the table is identical to that of Fig 5D.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

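Unlabelled polyadenylated RNA was measured in 24 libraries of *Drosophila* Kc167 cells, from nuclear and cytoplasmic fractions after 0, 30, 90, 180, 300 and 450 min with 300 µM 4sU, in 2 biological replicates. The authors mapped the reads with Tophat and computed FPKM per gene with Cufflinks, and the deposited files hold these FPKM with their confidence bounds for 15598 genes, 1 library per file. The FPKM are relative to the mapped *Drosophila* reads of the same library, and the yeast spike-in factor described by the authors is not applied in the deposited values. Samples were grouped by fraction, labelling time and replicate. For 12 libraries the labels name the fraction in conflicting ways, and the titles and source names were followed. The replicates were sequenced in separate lanes, so that replicate and lane are the same division of the libraries.

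Depth was estimated from the confidence bounds of genes with a single transcript, 63 to 101 genes per library, at 10953000 to 16214000 mapped reads (median 14328000). This puts 3 reads on a transcript of 1000 nt at an FPKM between 0.185 and 0.274, a floor that covers counting error only. Cytoplasmic values of mt:lrRNA and mt:tRNA:V, for which Cufflinks reported too many fragments, were treated as missing. The 81 values of 20 genes with a failed estimate were kept in the main setting. Transcript features came from a later annotation than the one behind the files, on the BDGP6 assembly, while coordinates are those in the files, on BDGP5. Features were matched by identifier for 14921 genes and by symbol for 219, and 458 genes were not matched. Of the 7916 genes with FPKM above 0 in all 24 libraries, 7742 (97.8%) had a transcript length.

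Differences between fractions at 0 min and between 450 and 0 min within each fraction were tested with limma 3.58.1 under R 4.3.3, on log2(FPKM + 0.1) with empirical Bayes moderation and a trend, over the 4 libraries compared and genes with FPKM of at least 1 in at least 2 of them. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The interaction of fraction and time was tested in the same way over the libraries of both fractions. Tested on simulated data with 200 genes changed by 1.5 on the log2 scale, the 3 comparisons found 83%, 62% and 74% of the changed genes, and 1.78%, 3.12% and 2.63% of the genes called were unchanged ones.

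Abundances for the kinetic model were FPKM multiplied by a factor per library. The factors were calibrated as the median, over genes in the given part of S1 Table with *r*2 above 0.8, of the abundance predicted from the paper's rates divided by the FPKM. In the alternative with factors read from Fig 1B and 1C, only those of replicate 1 were read. Those of replicate 2 were set so that the median detected gene had equal abundance in both replicates. The model of the methods was fitted per gene and replicate by a Levenberg-Marquardt algorithm written with NumPy 2.4.6 and numba 0.67.0 under Python 3.11.15, with the residuals of the paper's objective and a smoothed coefficient of variation from statsmodels 0.14.6. The paper's correction for 4sU labelling bias needs the number of uridines in each transcript, which was not analysed here. The correction had been set as the main choice before the data were examined, and the main values are without it, which departs from that plan. The genes excluded by the paper for effects of 4sU or fractionation were not excluded here. Rates of the replicates were averaged geometrically and *r*2 arithmetically, and genes with *r*2 above 0.8 in both fractions were retained. On 500 simulated genes with noise of SD 0.15 on the natural log scale, the median ratio of fitted to true rate was 1.00 for transcription, export and decay.

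Relations between rates and transcript features or other rates are Spearman correlations across genes, and differences between sets of genes are differences in median log rate. Both were tested with two-sided permutation tests of 100000 permutations (SciPy 1.17.1, pandas 2.3.3), whose smallest p is 1e-05, or by exact enumeration where the number of splits was at most 100000. The 3 retained genes of cytoplasmic ribosomal proteins against all other retained genes allow too many splits for enumeration, so that this comparison was tested with random permutations. P-values were adjusted by the Benjamini-Hochberg method within families of 10 feature relations, 6 correlations between rates, 6 comparisons of ribosomal protein genes, 3 replicate correlations and 3 comparisons of intronless and poorly fitted genes. On 200 simulated data sets without any relation, 5.0% of the correlations and 5.5% of the median differences had p below 0.05. Genes are not independent replicates, so these p-values describe sets of genes and not repeated experiments. The plot by transcript length was drawn with matplotlib 3.10.9.

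Genes named in the text are those the paper names and, for export and decay rates, the 3 highest and 3 lowest retained genes whose replicates lay close together and whose FPKM was at least 1 in all 4 libraries at 0 min. For the limma comparisons they are the 3 largest increases and 3 largest decreases with an adjusted p below 0.05 and the same sign in both replicates. Alternatives covered the pseudocount, filters on FPKM, centring of libraries, a replicate block, weighting of residuals, mitotic exchange, labelled RNA left in the unlabelled fraction, time points, the *r*2 rule, library factors, the length taken for a gene, the method for variance shares, slopes without a model, and each replicate left out in turn. The experiments with unfractionated RNA, qRT-PCR, down-sampled reads, RNA-binding proteins, Pol II pausing and chromatin states were not analysed here, and neither were the gene ontology categories of S2 Table.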

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

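The tests of explanations in this part, and the grouping of small RNAs, were chosen after the results were seen. So were the repeats of the interaction of fraction and time with other settings. The limma comparison of 450 with 0 min in the nuclear libraries was set before the data were examined. Its repeats with a pseudocount of 1, without a filter, with centring and with a replicate block were also set before. Groups of 2 libraries cannot be divided into smaller groups that keep replicates.

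The change from 0 to 450 min differed between the nuclear and the cytoplasmic libraries for 907 of 7916 genes with an adjusted p below 0.05 (limma interaction with Benjamini-Hochberg adjustment), a comparison the paper does not report. It was higher in the nuclear libraries for 603 genes and lower for 304, and 2458 genes had an unadjusted p below 0.05. Among the 907 genes, 118 moved in opposite directions in the fractions in both replicates, 89 of them up in the nuclear and down in the cytoplasmic libraries. The number with opposite directions depends on the scaling and was 328 with each library centred on its median. After centring, 1073 genes had an adjusted p below 0.05, among them 819 of the 907 with the same direction, so that a shift of whole libraries does not account for most of the 907. Low FPKM values were tested in 2 ways. Among genes with FPKM of at least 10 in at least 2 libraries, 1030 of 5944 (17.3%) had an adjusted p below 0.05, against 11.5% of all tested genes, but such genes can have low values in the other libraries. Among genes with FPKM of at least 10 in all 8 libraries, 709 of 2951 (24.0%) had an adjusted p below 0.05, and these include all 450 of the 907 that pass this filter. Low values thus do not account for these 450, and for the rest of the 907 this explanation remains. With a pseudocount of 1, 859 of the 907 still had an adjusted p below 0.05. A larger pseudocount does not remove low values, so that this count cannot decide the question for the rest. Exchanged fraction labels in one replicate were tested by the correlations between libraries. The lowest ρ between the replicates of one fraction and time was 0.992, above the highest of 0.981 between the fractions of one replicate and time. The 3 largest differences in each direction were mir-4961 (9.37, standard error 0.874, adjusted p = 0.00551 from limma), snoRNA:Psi18S-1389b (8.38) and snoRNA:M (8.32), and FBgn0065058 (-14.05), snoRNA:Me18S-A28a (-13.97) and snoRNA:Me18S-C419 (-12.59) on the log2 scale, all genes of small RNAs. In 5 of these 6 the FPKM was 0 in both libraries of at least 1 group, so that the size of the difference is set by the pseudocount. Each lane held libraries of both fractions and all times, and with a replicate block 635 genes had an adjusted p below 0.05, among them 596 of the 907 with the same direction. Separate rates of export and decay, as in the paper's model, allow such differences between the fractions. GC content and reads shared between related genes were not tested, so no biological explanation is put forward.

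Small nuclear and nucleolar RNAs, which the paper does not discuss, changed within the nuclear libraries. Of 170 genes of small nucleolar RNAs tested, 57 rose and 48 fell from 0 to 450 min, and of 12 genes of small nuclear RNAs 9 rose and 1 fell (adjusted p below 0.05 from limma). With each library centred on its median, 76 and 34 small nucleolar and 10 and 0 small nuclear RNAs rose and fell. Judged by gene names, 46 H/ACA box small nucleolar RNAs rose and 16 fell (median length 140 nt), while 4 C/D box ones rose and 27 fell (median length 79 nt). These balances kept their direction with a pseudocount of 1, without a filter, with centring and with a replicate block. Values of transcripts shorter than a sequenced fragment may be unreliable: of 63 genes with a significant log2 change beyond 5, 56 (88.9%) were shorter than 250 nt, against 2.75% of all tested genes. This explanation remains for the changes of the small RNAs below this length. A second explanation is that stable RNA becomes a larger part of a shrinking unlabelled pool, which allows a log2 rise up to the inverse of the library factor, 4.03 in replicate 1 and 3.95 in replicate 2. Of the 182 small RNAs, 18 rose by more than this in both replicates on log2(FPKM + 0.1), and 30 with the limits from the factors read from Fig 1B and 1C. Where the FPKM at 0 or 450 min is 0, the size of the change is set by the pseudocount. Without a pseudocount, and among the 137 with FPKM of at least 1 in both nuclear libraries at 0 min, 5 rose by more than the limits and 16 by more than those from the figure. A larger share alone does not account for these 5, all shorter than 250 nt, if polyA selection captured them alike at both times. That was not tested. Neither a biological difference between the 2 kinds of small nucleolar RNA nor, for transcripts shorter than 250 nt, one between small RNAs and mRNA can be told apart from the unreliable values of short transcripts.

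For small non-coding RNAs of more than 250 nt the second explanation was tested in both fractions. In the nuclear libraries, 5 of 6 such RNAs rose with an adjusted p below 0.05 from limma, and the largest rise was that of RNaseMRP:RNA (FBgn0065098), at 3.69 on the log2 scale (standard error 0.416, adjusted p = 0.000564 from limma). None exceeded the limits of 4.03 and 3.95 in both replicates, while 1 exceeded the limits of 2.99 and 2.91 from the factors read from Fig 1B and 1C. The FPKM of snRNA:7SK (FBgn0065099) rose from 16.9 ± 10.7 to 95.5 ± 4.9 (SD, n = 2) in the nuclear libraries. In the cytoplasmic libraries the limits were 1.67 and 1.72, and 3 of the 5 RNAs with FPKM of at least 1 at 0 min rose by more in both replicates: snRNA:7SK by 6.43 and 4.83, RNaseMRP:RNA by 5.13 and 4.59, and snRNA:U11 (FBgn0083987) by 5.04 and 2.79. With the limits of 2.92 and 3.00 from the factors read from Fig 1B and 1C, 2 of them did. The factors of replicate 2 were set from those of replicate 1, so its limit is not a separate reading of the figure. Stable RNA taking a larger share of the unlabelled pool therefore does not account for the cytoplasmic rise of snRNA:7SK and RNaseMRP:RNA under either set of factors, while for snRNA:U11 the answer depends on the factors. Other explanations of this rise were not tested, so no biological explanation is put forward.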

How the results depend on the processing

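The alternatives were set before the data were examined, except for those said here to be chosen after seeing the data. For 56 summary results there were 698 values under alternatives. Of these, 521 kept the direction and the side of the threshold, or stayed within the spread between replicates, 12 kept the direction but lost significance, 18 kept it and gained significance, 16 reversed and 131 moved by more than that spread. For 64 values of single genes there were 696 values under alternatives, of which 474 stayed, 221 moved and 1 lost significance. The cause of the changes listed here was not tested.

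With each library centred on its median, the genes higher and lower numbered 1944 and 2524 for nuclear against cytoplasmic mRNA at 0 min, 3287 and 1889 for 450 against 0 min in the nuclear fraction, and 2996 and 1921 in the cytoplasmic fraction. The pseudocount of 1, chosen after seeing the data for the interaction of fraction and time, gave 547 genes with a lower nuclear than cytoplasmic change in place of 304. Among genes with FPKM of at least 1 in both libraries, the median ρ between replicates was 0.993. Of the 18 log2 changes of single genes named for the limma comparisons, all kept their direction under every alternative run, and 1 lost significance when no FPKM filter was applied.

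With a replicate block, which pairs libraries by the replicate number in their labels, the genes with an adjusted p below 0.05 from limma numbered 5084 for nuclear against cytoplasmic mRNA at 0 min, 6587 for 450 against 0 min in the nuclear fraction and 6325 in the cytoplasmic fraction. The deviations of same-numbered libraries correlated across genes at r = -0.119, 0.219 and -0.202 in these comparisons. With the pairing crossed, chosen after seeing the data, the numbers were 4725, 6002 and 6409. The interaction with a replicate block gave 635 genes in place of 907. With FPKM of at least 10 in all 8 libraries, chosen after seeing the data, the interaction without a block gave 709, of which 100 had a lower nuclear than cytoplasmic change in place of 304.

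The method for the variance shares moved all 3 shares. As shares of the summed variances of the log rates, transcription, export and decay accounted for 91.8%, 1.47% and 6.78%, and with sequential sums of squares averaged over orders for 91.7%, 0.756% and 7.50%. The main values were 96.0%, 0.261% and 3.74%.

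The calibrated library factors mattered most for the number of genes. Without them, 459 genes were retained, with median export and decay rates of 0.380% and 1.07% per minute, spans of 1.67 orders of magnitude for transcription and 0.465 for export, and shares of 93.5%, 3.16% and 3.35%. The correlations of export rate with transcript length and coding region length reversed, to -0.162 (permutation p = 0.00075) and -0.0896 (permutation p = 0.06), as did the difference of intronless genes, to -0.0933 (permutation p = 0.30). The correlation of decay rate with 3'UTR length, at 0.0538 (permutation p = 0.26), that of transcription and export rates, at 0.0015 with and 0.0015 without genes of cytoplasmic ribosomal proteins (permutation p = 0.97), and the intron length of poor fits, at -0.028 (permutation p = 0.65), lost significance. Library factors read from Fig 1B and 1C, chosen after seeing the data, gave medians of 0.681% and 1.33% per minute, spans of 2.72 for transcription and 0.578 for decay, and shares of 97.5%, -0.719% and 3.18%. They reversed the correlation of export rate with transcript length, to -0.0666 (permutation p = 1e-05), and the difference of intronless genes became significant, at 0.0582 (permutation p = 0.005). For genes outside the given part of S1 Table, on which the factors were not calibrated, the median decay rate was 1.26% per minute, the span of transcription 2.50 and the share of export 0.0637%.

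With 7.3% of labelled RNA left in the unlabelled fraction, 2816 genes were retained, the medians were 0.982% and 1.08% per minute, the spans 2.68, 0.264 and 0.589 orders of magnitude, and the shares 93.2%, 1.78% and 5.00%. The library factors were not recalibrated for this setting, so its values cannot show the effect of leftover labelled RNA alone. The correlation of export rate with 5'UTR length reversed, to 0.0905, and those of transcription and export rates to -0.307 and, without genes of cytoplasmic ribosomal proteins, -0.306 (permutation p = 1e-05 each). That of export rate with transcript length became significant, at 0.0868 (permutation p = 3e-05), and that with 3'UTR length lost significance, at -0.0232 (permutation p = 0.23). An approximate correction for the labelling bias, chosen after seeing the data, gave medians of 0.828% and 1.46% per minute, spans of 2.73 for transcription and 0.371 for export, and shares of 98.1%, -0.461% and 2.37%. It reversed the correlations of export rate with transcript length, to -0.231, and of decay rate with 3'UTR length, to -0.223 (permutation p = 1e-05 each), and that of export rate with coding region length lost significance, at 0.00082 (permutation p = 0.96).

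Without mitotic exchange, the medians were 0.816% and 1.24% per minute, the spans 2.54 for transcription and 0.275 for export, and the shares 0.689% for export and 3.04% for decay. The difference of intronless genes reversed, to -0.0211 (permutation p = 0.18). The correlation of export rate with transcript length became significant, at 0.152 (permutation p = 1e-05), as did the lower export rate of cytoplasmic ribosomal protein genes against other genes, at -0.103 (permutation p = 0.035), and their lower decay rate against mitochondrial ones, at -0.151 (exact permutation p = 0.046). The correlation of transcription and export rates lost significance, at 0.0174 (permutation p = 0.18) and, without genes of cytoplasmic ribosomal proteins, 0.0181 (permutation p = 0.17). Without the 450 min time point, the medians were 0.913% and 1.45% per minute, the spans 2.09, 0.408 and 0.807, and the shares 91.6%, 2.16% and 6.22%. The correlations of transcription and export rates reversed, to -0.0230 (permutation p = 0.10) and -0.0227 (permutation p = 0.11) without genes of cytoplasmic ribosomal proteins, and the intron length of poor fits reversed, to 0.0161 (permutation p = 0.55). That of export rate with transcript length was then 0.113 (permutation p = 1e-05).

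With unweighted residuals, the medians were 0.859% and 1.32% per minute, the spans 2.55 for transcription and 0.336 for export, and the shares 95.0%, 0.829% and 4.14%. The correlation of transcription and export rates reversed, to -0.0168 (permutation p = 0.19) and -0.0162 (permutation p = 0.21) without genes of cytoplasmic ribosomal proteins, and that of export rate with transcript length became significant, at 0.0978 (permutation p = 1e-05). A pseudocount of 0.1 gave medians of 0.834% and 1.26%, a span of transcription of 2.86 and shares of 98.3%, -0.269% and 2.01%. With FPKM of at least 1 in all 4 libraries at 0 min, the median export rate was 0.847%, the span of transcription 2.18 and the shares 94.6%, 0.938% and 4.49%. The correlation of export rate with transcript length became significant, at 0.0543 (permutation p = 6e-05), and that of transcription and export rates lost significance, at 0.0083 (permutation p = 0.53) and 0.0088 (permutation p = 0.51) without genes of cytoplasmic ribosomal proteins. FPKM of at least 0.1 in all 24 libraries, chosen after seeing the data, gave a median decay rate of 1.28%, a span of transcription of 2.40 and a share of export of 0.331%. All 38 summary results recomputed without the genes with a failed estimate, also chosen after seeing the data, stayed.

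Without an *r*2 cutoff, the medians were 0.811% and 1.24% per minute, the spans 3.36, 0.375 and 0.852, and the shares 98.7%, -0.330% and 1.6%. The correlation of export rate with transcript length became significant, at 0.128, as did the export rate of cytoplasmic ribosomal protein genes against other genes, at -0.207, and their decay rate against mitochondrial ones, at -0.484 (permutation p = 1e-05 each). With *r*2 above 0.8 in both fractions of both replicates, the median export rate was 0.848%, the span of transcription 2.41 and the share of export 0.361%, and the decay rate of cytoplasmic against mitochondrial ribosomal protein genes differed by -0.148 (exact permutation p = 0.029). With the squared Pearson correlation as *r*2, the span of transcription was 2.61 and the share of export 0.366%. Export rate and transcript length then correlated at 0.0300 (permutation p = 0.019), and cytoplasmic ribosomal protein genes differed by -0.0939 in export rate from other genes (permutation p = 0.016) and by -0.187 in decay rate from mitochondrial ones (exact permutation p = 0.0024). With the median length over the transcripts of a gene, the correlation of export rate with length was 0.0521 (permutation p = 3e-05). Slopes of ln abundance per minute in place of modelled rates reversed the correlation of decay with 3'UTR length, to -0.0851, and gave 0.288 for export with transcript length (permutation p = 1e-05 each). That of export with 5'UTR length, at -0.0127 (permutation p = 0.34), and the difference in nuclear slope of cytoplasmic against mitochondrial ribosomal protein genes, at -0.0013 per minute (exact permutation p = 0.059), lost significance, while that against other genes gained it, at -0.0021 per minute (permutation p = 0.047).

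In the fits that each left out one replicate, the median decay rate was between 1.28% and 1.31% per minute and the span of transcription between 2.64 and 2.69. The shares lay between 95.7% and 96.8% for transcription, 0.0353% and 0.354% for export, and 3.14% and 3.93% for decay. The correlation of transcription rate ranged from -0.336 to -0.283 with transcript length, from -0.212 to -0.198 with intron length and from -0.212 to -0.188 with the number of exons. That of export rate ranged from -0.325 to -0.274 with 3'UTR length and from -0.159 to -0.128 with 5'UTR length, and that of decay rate with 3'UTR length from 0.0929 to 0.116. Transcription and export rates correlated at 0.0351 to 0.0876, and at 0.0387 to 0.0882 without genes of cytoplasmic ribosomal proteins. These genes differed from others by 0.975 to 1.78 in log10 transcription rate, -0.220 to -0.0827 in export rate and -0.442 to -0.348 in decay rate, and from mitochondrial ones by 0.513 to 1.29, -0.225 to -0.0999 and -0.240 to -0.142. The difference of intronless genes was 0.0179 to 0.0362, that of poor fits -0.927 to -0.901 in transcription rate and -0.0974 to -0.0761 in intron length.

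The correlation of decay rate with transcript length (0.307 to 0.629), that of export with decay rate (0.223 to 0.865) and that of transcription with decay rate (-0.386 to -0.159) kept their sign under every alternative run for them, and their significance wherever a test was made. The numbers of genes with an adjusted p below 0.05 from limma stayed within 1.5 times the main number under every alternative. The 3 cytoplasmic genes retained in the main setting include RpL7-like and RpLP0-like, which were taken by symbol alone and may not encode ribosomal proteins. The comparisons of ribosomal protein genes have no value where fewer than 3 cytoplasmic genes were retained. This was so with 7.3% of labelled RNA left, without the 450 min time point and without library factors. It was also so outside S1 Table and with factors read from Fig 1B and 1C. These comparisons also have no value with the approximate correction, under which 2 mitochondrial genes were retained. The ratio of rRNA has no value without mitochondrial rRNA, since every other rRNA gene had an FPKM of 0. The planned setting without correction for the labelling bias is the main one, as uridine numbers were not analysed here. Among the 1979 genes with the lowest median FPKM, whose median was 1.06, 44.1% were retained. An FPKM below 0.185 to 0.274 stands for fewer than 3 reads on a transcript of 1000 nt.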

Differences from the paper's values

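Of 45 values of the paper compared, 13 differ from the values obtained here and 32 do not. Those that do not differ include rates of single genes from S1 Table, on which the library factors were calibrated. They also include the median rates and the half-lives computed from them, which are partly set by that calibration. Agreement in these values is no independent check. The rRNA ratio, which also does not differ, rests on mt:srRNA alone here. For correlations and slopes, a difference was counted when it exceeded the SD between the replicates, and for values without a sign one value also had to be more than 1.5 times the other. The replicate correlations of the rates were read by eye from Fig 1F–1H and taken as good to the last digit read, a rule chosen after seeing the values.

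The paper's span of the transcription rate is 5 orders of magnitude, against 2.57 for the central 95% of genes here. Of the alternatives set before the data were examined, only the one without an *r*2 cutoff, at 3.36, came within 1.5 times of the paper's value, and the other 12 did not. The paper's span of the export rate is 0.5 orders of magnitude, against 0.312 here. This gap closed with unweighted residuals (0.336), without the 450 min time point (0.408), without an *r*2 cutoff (0.375) and without library factors (0.465). The other 9 of the 13 alternatives set before the data were examined did not close it. The approximate correction for the labelling bias, chosen after seeing the values, closed it as well, at 0.371.

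The paper's share of export in the variance is 0.5%, against 0.261% here. Of 15 alternatives set before the data were examined, fits without mitotic exchange (0.689%), *r*2 above 0.8 in both replicates (0.361%), *r*2 as squared Pearson correlation (0.366%) and fits without replicate 1 (0.354%) closed the gap and 11 did not. The paper's share of decay is 10.1%, against 3.74% here. The shares of the summed variances (6.78%) and the sequential sums of squares (7.50%) closed the gap, and the other 13 alternatives set before the data were examined did not.

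For transcription rate and transcript length, the paper's ρ is -0.36, against -0.322 here. The gap closed with 7.3% of labelled RNA left in the unlabelled fraction (-0.342), without replicate 1 (-0.336) and with the median length over transcripts (-0.330), and not under the other 11 alternatives set before the data were examined. For transcription rate and intron length, the paper's ρ is -0.24, against -0.215 here, and of 14 such alternatives only the pseudocount of 0.1 closed the gap, at -0.232. For export and decay rates, the paper's ρ is 0.54, against 0.470 here. This gap closed with unweighted residuals (0.550), without an *r*2 cutoff (0.519) and without library factors (0.534). The other 11 alternatives set before the data were examined did not close it.

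None of the alternatives set before the data were examined closed the gap for 5 further values. For export rate and 3'UTR length, the paper's ρ is -0.26 and the value here -0.314. For export rate and 5'UTR length, the paper's ρ is -0.12 and the value here -0.152. For decay rate and transcript length, the paper's ρ is 0.41 and the value here 0.579. For decay rate and 3'UTR length, the paper's ρ is -0.05 and the value here 0.102. The paper's slope of decay rate on transcript length in log-log space is 0.25 and the value here 0.325. The alternatives chosen after seeing the data did not close these gaps either. The approximate correction for the labelling bias moved the values of the decay rate past the paper's. It gave ρ of 0.335 with transcript length and -0.223 with 3'UTR length, and a slope of 0.218. The paper's values thus lie between those without and with this correction. The ρ of export rate moved away from the paper's, to -0.452 with 3'UTR and -0.264 with 5'UTR length.

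Between the replicates, the correlation of the decay rate is about 0.93 in Fig 1H, read by eye, and 0.961 here. Of 11 alternatives set before the data were examined, only the one without an *r*2 cutoff, at 0.933, closed this gap.

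The paper describes a steady fall of cytoplasmic as well as nuclear reads relative to the spike-in, whereas here the summed FPKM of the cytoplasmic libraries, multiplied by the calibrated factors, was 1.14 and 1.12 times its value at 0 min at 180 min in the replicates and fell to 0.426 and 0.380 times at 450 min. These factors are not a measurement relative to the spike-in, and with factors read from Fig 1B and 1C, chosen after seeing the values, the total of replicate 1 fell at every step, to 0.502 times at 180 min and 0.179 times at 450 min. The paper states that poorly fitted genes tend to have long introns, whereas here their median intron length was 476.5 nt against 605 nt for well fitted genes. The paper shows *Arc1* as an example of a fitted gene, whereas here its cytoplasmic *r*2 was -0.615 with the calibrated factors. With factors read from Fig 1B and 1C, which rest partly on its own dots, it was 0.773. The paper shows a separate group of cytoplasmic ribosomal protein genes among those retained, whereas here 3 of 87 genes taken by symbol were retained, RpL7-like and RpLP0-like among them.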

Other observations

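The tests of the decay rate against length within long transcripts and at constant abundance, of both explanations of the relation of export and decay rates, and of the reads behind poor fits were chosen before their results were seen, and the others in this part after.

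Longer transcripts had higher decay rates, with a slope of 0.325 in log-log space. One explanation is technical: longer transcripts carry 4sU more often and may therefore be removed more completely, and no correction for this was applied. Among transcripts longer than 2000 nt, where nearly every newly made molecule would carry 4sU at a labelling probability of 0.01 per uridine, the slope was 0.173, narrowly above the value of 0.162 below which the bias would have accounted for most of the relation under the rule of this test. The slope was 0.459 for shorter transcripts. After the approximate correction for the labelling bias the slope was 0.218. The corrected fits retained other genes: the 1855 genes lost had a median length of 1124 nt, against 2818.5 nt for the 3928 retained in both. Among these 3928 the slope was 0.304 before and 0.218 after the correction, so that a part of the difference to 0.325 comes from the choice of genes. The bias therefore may account for a part of the relation, while a positive slope remained in these tests. With the steady-state abundance held constant, the rank correlation of decay rate and length was 0.508 against 0.579, so that low abundance of long transcripts does not account for it. The remaining relation with length is a hypothesis, since the correction used here was only approximate.

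Cytoplasmic ribosomal protein genes had low decay rates without the *r*2 cutoff. Their transcripts are short, with a median of 887 nt, but the difference in median log10 decay rate to 720 genes of the same length was -0.516 (permutation p = 1e-05), against -0.693 to all other genes. The model described their cytoplasmic time courses poorly. Taken without the model, the loss of ln FPKM per 1000 min in the cytoplasmic libraries was -1.35 for these genes and 2.16 for other genes, a difference of -3.51 (permutation p = 1e-05), so that their share of the cytoplasmic libraries rose with labelling time. Neither length nor the model accounts for their slow loss. That their mRNAs are stable is a hypothesis from these data, since both tests were made on the genes in which the pattern was seen.

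The relation of export and decay rates may hold a technical part. Measurement error shared by the rates of one replicate was tested with rates from different replicates, whose mean correlation was 0.450, against 0.486 and 0.453 within the replicates. Both rates contain the same overall turnover rate, and rates rebuilt with the ratio of cytoplasmic to nuclear abundance shuffled over genes correlated at 0.336 on average, against 0.473 with the real ratio. A correlation of this size thus arises from the shared turnover rate without any relation between the ratio and the turnover. A relation between export and decay remains a hypothesis.

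Genes with poor fits had low transcription rates. If few reads were the reason, the share of retained genes should rise with FPKM throughout. It rose from 44.1% to 82.8% and 94.7% over successive groups of 1979 genes but was 77.4% in the group with the highest FPKM, and 80.7% without ribosomal protein genes. Few reads do not account for the poor fits in the highest group, whose median FPKM was 107. In the lowest group, with a median FPKM of 1.06, they may do so, and there the pattern cannot be told apart from this explanation.

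The library factors calibrated on S1 Table and those read from the dots of Fig 1B and 1C differ most in the cytoplasmic fraction. The paper describes the dots as spike-in normalized, while the calibration rests on its fitted rates. For the 2 genes shown, the dots are therefore the more direct reading of the paper's scaling. In a check of the dots against the FPKM, the SD on the log2 scale was 0.041 for replicate 1 and 0.226 for replicate 2. Relative to 0 min, the cytoplasmic factors at 180, 300 and 450 min were 0.961, 0.683 and 0.314 in replicate 1 by calibration, and 0.424, 0.246 and 0.132 from the dots. The nuclear factors were 0.372, 0.163 and 0.0611 in replicate 1 by calibration and 0.409, 0.235 and 0.126 from the dots.

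Low FPKM were found for elav and msi, which the paper names. The FPKM of elav (FBgn0260400) was between 0.210 and 0.819 over the 24 libraries, with a median of 0.419, and that of msi (FBgn0011666) between 0.616 and 4.4, with a median of 1.77.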
